# Comparative transcriptomics of salinomycin molecular toxicity in chicken and turkey

**DOI:** 10.1038/s41598-025-08812-7

**Published:** 2025-07-01

**Authors:** İlksen Berfin Ekinci, Anna Sławińska, Kacper Żukowski, Małgorzata Olejnik

**Keywords:** Salinomycin toxicity, Comparative toxicogenomics, RNA-seq, Species susceptibility, Chicken, Turkey, Molecular biology, Transcriptomics

## Abstract

Salinomycin (Sal) is an antiparasitic agent used in veterinary medicine and is characterized by low therapeutic index and high toxicity. Among poultry, chickens are resistant to Sal toxicity, but turkeys are considered susceptible. However, underlying mechanisms of Sal toxicity are poorly understood. This comparative transcriptomic study aimed to determine molecular toxicity mechanisms of Sal in both species. We conducted two experiments on chickens and turkeys exposed to Sal (0.9 mg/kg b.w/day) vs. unexposed. Heart and liver (n = 6) were collected post-mortem (chicken 5th; turkey 13th week). RNA was isolated and examined by RNA-seq to identify differentially expressed (DE) genes and pathways. Number of significant DE genes in chicken was 673 (heart) and 3049 (liver), and in turkey, 485 (heart) and 2337 (liver). Enrichment analysis revealed that Sal exposure activated platelet signaling in chicken heart, while it induced cell cycle arrest in turkey heart. In liver, impaired Sal biotransformation was determined as a shared response. In turkey liver, we determined that extracellular matrix pathway was upregulated, which could indicate liver fibrosis. Our findings demonstrate that molecular toxicity of Sal differs between species and turkey confirmed being more susceptible to Sal toxicity also at molecular level via induced cell cycle arrest and fibrosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-08812-7.

## Introduction

Salinomycin (Sal) belongs to mono-carboxylic polyether ionophores and is responsible for cation (especially K^+^ and Na^+^) flux throughout the cellular membranes^1^. It is used to control coccidiosis, a parasitic disease in animals^2^. It has been reported that the accidental use, misuse, or interaction of Sal with other drugs generates toxicity in the host organism, and significant clinical findings are characterized by muscle weakness, diarrhea, decreased feed consumption, poor weight gain, and death^3–5^.

Heart and skeletal muscles are the target organs of Sal toxicity. Histopathology observations after Sal exposure include myocardium fiber degeneration, cardiomyopathy. Clinical signs may involve tachycardia, and heart attack^6,7^. Furthermore, induced skeletal muscle lesions are observed in Sal intoxication^8^. The increased levels of hepatic tissue damage-related biomarkers such as AST and ALT in serum indicate the injury of the liver where Sal undergoes biotransformation^9–11^. At the molecular level, the excessive Sal concentration increases reactive oxygen species (ROS) and elevates intracellular Ca^2+^ influx^1,12^. A study performed by Gao et al.^13^ has demonstrated that Sal inhibited oxidative phosphorylation and triggered mitochondria-related apoptosis in-vitro. In consequence, it caused mitochondrial injury in the primary chicken myocardial cells in a dose-dependent manner. Similarly, it has been determined that Sal reduced cell viability via apoptosis in the chicken hepatoma cell line^14^. In addition, a recent study showed that Sal-induced ROS-associated mitophagy in porcine jejunal cells^15^.

The recommended dose of Sal depends on animal species. For instance, in chickens, it is determined as 50–70 mg/kg feed^16–18^, whereas rabbits tolerate Sal doses up to 25 mg/kg feed^18,19^. Among poultry, Sal is widely used as a feed additive deemed safe for chickens. However, even low concentrations of Sal, such as 9, 16, and 24 mg/kg feed, were highly toxic in turkeys, an important food source^20–22^. In addition, the median lethal dose (LD_50_) of Sal is between 40 and 44.3 (mg/kg b.w.) in chicken^18^, whereas it is determined as low as 0.6 (mg/kg b.w.) in turkey^16^. Therefore, chickens are considered the most resistant species, whereas turkeys are the most susceptible among poultry. This species susceptibility has increased interest in developing targeted veterinary solutions, such as vaccines designed specifically for chickens and turkeys^23^.

Transcriptomics is a commonly used next-generation sequencing (NGS) approach for sensitively evaluating dynamic changes in global gene expression profiles after xenobiotic exposure in biological systems. Furthermore, it provides valuable insight into the mechanism(s) underlying the xenobiotic toxicity^24^. Using transcriptomics in-vitro, studies demonstrated molecular toxicity mechanisms of ionophores in chickens. These studies showed that different ionophores dysregulated common molecular mechanisms^13,25^. According to our best knowledge, no in-vivo comparative transcriptomics study has focused on Sal’s molecular toxicity mechanisms in turkeys and chickens.

Determining Sal’s molecular toxicity would help address extensive ionophore molecular toxicity mechanisms across poultry. Also, clarifying the Sal intoxication mechanisms in chickens and turkeys would help to identify novel therapeutic approaches to eliminate or minimize the toxicity effects and improve the animals’ welfare.

This study aimed to understand the Sal toxicity mechanism at the molecular level in chicken (Gallus gallus) and turkey (Meleagris gallopavo). For this purpose, we performed transcriptome sequencing (RNA-seq) to identify differentially expressed (DE) genes and associated pathways in chicken and turkey heart and liver tissue in control and Sal-exposed.

## Materials and methods

### Experimental design and animal housing

The experiments were conducted on chicken and turkeys according to Approval No. 25/2022 of the Local Ethics Committee of Animal Experimentation in Bydgoszcz. All experiments were reported in accordance with ARRIVE guidelines (https://arriveguidelines.org) and were carried out in accordance with relevant guidelines and regulations. One-day-old female broiler chickens and turkeys were purchased from commercial hatcheries. Birds were kept on litter in pens with an area of 3 m^2^ divided into pens. The broiler chickens were housed at a density of 10 individuals per pen, whereas turkeys were housed at 4 individuals per pen.

### Diet treatment

During the pre-experimental period (chickens weeks 1–3 and turkeys weeks 1–11), birds were fed Sal-free diets. They were monitored every day, and clinical observation was performed once a week. After the pre-experimental period, birds were selected randomly and classified into two groups: the Sal-exposed and the control group. The Sal-exposed group received an experimental diet with Sal ad libitum. Experimental feeds were prepared by Zoolab (Sedziszow, Poland). Sacox 120 was used as a source of Sal. The intermediate premixture containing 500 mg/kg Sal in ground turkey feed was mixed with complete feed and granulated. The concentration of salinomycin was verified with LC–MS-MS^26^ and HPLC-UV^27^. The feeds for rearing period and control groups did not contain salinomycin above 0.073 mg/kg. The feeds for turkeys and chickens were found to contain Sal at concentrations 21.4 mg/kg and 10.9 mg/kg, respectively. Sal was administered in-feed at the concentration of 10.5 mg/kg feed in chicken during weeks 4–5 and 21 mg/kg feed in turkey during weeks 12–13 in turkey. The estimated daily dose of Sal was 0.9 mg/kg b.w. in both species. According to the literature, this dose is of the same order of magnitude as median lethal dose (LD_50_) for turkey species^28^. The control group received Sal-free diets ad libitum. Each batch of feed was tested using an in-house developed and validated method^26^.

### Sampling

On the last day of the experiment, six animals (n = 6) from the Sal-exposed and control groups of each species were euthanized by cervical dislocation after isoflurane sedation. The euthanasia method was carried out in accordance with the relevant guidelines^29,30^. The heart and liver tissues were dissected, cut into small pieces, and preserved in a fixRNA solution (EURx, Poland) before storing at − 80 °C. The experimental design is summarized in Fig. 1.

**Fig. 1:**
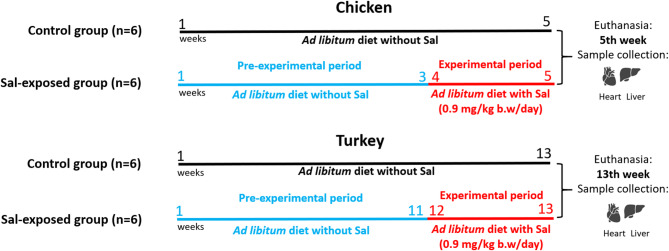
Experimental design of Sal toxicity on chicken and turkey.

### RNA isolation

The total RNA was isolated from the liver and heart samples using the Maxwell® RSC instrument (Promega, USA). The tissue size was 100 mg, and the extraction was performed with Maxwell® RSC simplyRNA Tissue Kit (Promega, USA). Due to differences in the tissue structure, homogenization was performed in a different manner for liver and heart samples. The liver tissue was homogenized with a handheld homogenizer directly in a lysis buffer included in a kit. Because of the low cell density and fibrotic structure of the heart tissue, RNA Extracol (EURx, Gdansk, Poland) was used for homogenization, followed by the manufacturer’s protocol. The total RNA quantity and quality were estimated fluorometrically by QuantiFluor® RNA System kit (Quantus™ Fluorometer, Promega, USA). The purity of RNA was determined with the ND-2000 spectrophotometer (Thermo Fisher Scientific, USA). The integrity of rRNA bands was estimated on Agilent Bioanalyzer 2100 (Agilent Technologies, USA) using RNA Nano 6000 Lab chip kit (Agilent Technologies, USA). Samples with RNA integrity (RIN) above 7 were selected for RNA-seq. 48 samples (6 samples from each tissue per species) were chosen for RNA-seq.

### Library preparation and RNA-seq

The Hieff NGS Ultima Dual-mode mRNA Library Prep Kit (Yeasen Biotechnology, China) was used to construct libraries for 48 samples. Products were purified with Hieff NGS DNA selection Beads (Superior Ampure XP alternative) (Yeasen Biotechnology, China). The qualitative and quantitive control of libraries were determined with Qsep-400 (BiOptic Inc., Taiwan) using Qsep400 standard DNA clip (BiOptic Inc., Taiwan) and Qubit 3.0 Fluorometer (Thermo Fisher Scientific, USA) using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, USA) respectively. The cDNA libraries were sequenced on the Illumina Novaseq 6000 platform (Illumina, USA) using the NovaSeq 6000 S4 Reagent Kit (Illumina, USA), and PE150 bp NGS data were generated.

### Quality control of the reads

The initial sequence data underwent quality assessment using FastQC^31^. Following this, the fastp software^32^ was used to remove Illumina adapters and poly-A sequences. Additionally, sequences shorter than 36 bp and those with a quality score below 20 were discarded.

### Mapping

The cleaned sequences were then mapped to the *Meleagris gallopavo* genome (Turkey_5.1.110) and the *Gallus gallus* genome (bGalGal1.mat.broiler.GRCg7b) using reference annotations that included 16,226 and 17,007 genes from the Ensembl database for turkey and chicken, respectively.

### Quantification of gene expression level

Gene-level expression was quantified using the RSEM package^33^, in combination with the STAR aligner^34^. Alignment and differentially expressed gene statistics were produced with SAMStat^35^ and RNA-SeQC^36^. For visualizing raw sequence data and compiling results for all samples into a single report, we used the MultiQC bioinformatics tool^37^.

### Differential gene expression analysis

Differentially expressed genes and their associated *p*-values were identified using DESeq2^38^. To control the false discovery rate due to multiple testing, all *p*-values were adjusted accordingly. A threshold for statistical significance was set at an adjusted *p*-value of ≤ 0.05 for identifying differentially expressed genes. Additionally, batch effects were corrected using the sva (Surrogate Variable Analysis) package^39^ to ensure robust differential expression results. Transcripts exhibiting a log fold change in gene expression of 1.0 or more were included in further analysis.

### Gene annotation and functional gene set enrichment analysis

For the gene annotation, we used GProfiler^40^ (https://biit.cs.ut.ee/gprofiler/gost), which is an online tool that determines ortholog genes between species based on information from the Ensembl database (https://www.ensembl.org). All DE genes were translated to *Homo sapiens* (human) genes using the Ensembl gene identification number. The Gene Ontology (GO) analysis was performed with EnrichR^41^. The gene set enrichment analysis was performed with the Reactome functional database using Webgestalt^42^, and *Homo sapiens* was selected as an organism of interest. Significance was set as *p* ≤ 0.05, and the normalized enrichment score (NES) was assessed.

### Reverse transcription-quantitative PCR (RT-qPCR)

Twenty-two DE genes were selected to validate the reliability of RNA-seq data using RT-qPCR. In each tissue, selected genes were involved in the most enriched pathways and belonged among the top ten differentially expressed between the Sal-exposed and control groups according to the RNA-seq data. We used the RefFinder^43^ to produce a comprehensive ranking of candidate housekeeping genes separately for each tissue/species dataset. RefFinder ranked glucose-6-phosphate dehydrogenase (*G6PDH*) (BestKeeper Index: r = 0.956, *p* < 0.001) and actin beta (*ACTB*) (r = 0.973, *p* < 0.001) highest in chicken heart and liver, phosphoglycerate kinase (*PGK1*) (r = 0.910, *p* = 0.001) and succinate dehydrogenase complex flavoprotein subunit A (*SDHA*) (r = 0.978, *p* < 0.001) highest in turkey heart and liver. This context‐specific selection ensures normalization is based on the least variable genes within each group. The housekeeping gene selection was based on their common use in the literature (Supplementary Table S1). Primer sequences were designed using Primer-Blast^44^. Primer sequences of target and housekeeping genes are given in Supplementary Table S1. 2.5 μg RNA was reverse transcribed from each sample into complementary DNA (cDNA) using the Maxima First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Fisher Scientific, USA), following the manufacturer’s recommendations. Obtained cDNA was diluted to 100 ng/μL and stored at − 20 °C. The qPCR was carried out with Maxima SYBR Green qPCR Master Mix (Thermo Fisher Scientific, USA) in a 10 μL reaction volume including 2 μL diluted cDNA, 1 μM forward and 1 μM reverse primer. Each qPCR reaction was conducted in six biological replicates for chicken heart and liver Sal-exposed and control groups, turkey heart Sal-exposed and control groups, turkey liver Sal-exposed group and it was conducted in five biological replicates for turkey liver control group. Each reaction was performed in two technical replicates. Thermal cycling was performed with the LightCycler II 480 (Roche Diagnostics, Switzerland). The steps were set as initial denaturation (15 min at 95 °C), followed by 40 cycles of denaturation (15 s at 95 °C), annealing (15 s at 58 °C), and extension (30 s at 72 °C). Melting-curve analyses were conducted at the end of amplification. The mRNA levels of DE genes were normalized using the average cycle threshold (Ct) values of *ACTB-G6PDH* and *PGK1-SDHA* housekeeping genes. The relative mRNA expression values of DE genes between the Sal-exposed and the control group were calculated using the 2^−ΔΔCt^ method.

### Statistical analysis

Sample size selection was calculated and confirmed with G*Power3.1 software^45^. Given sample (n = 6) and effect size and power 0.80 (1−β err prob) showed that selected sample size was adequate for this study for each species. Relative mRNA expression of DE genes between Sal-exposed and control groups for each tissue was calculated with MS Excel. The statistical analysis of RT-qPCR data was performed with GraphPad Prism 5 (www.graphpad.com) using an unpaired *t-test*, and *p* ≤ 0.05 was considered statistically significant. The Principal Component Analysis (PCA), volcano plot, Gene Ontology (GO), enrichment analysis, and heatmap were created with SRplot^46^.

## Results

### RNA-seq data analysis

RNA-seq resulted in a minimum yield of 2.22 Gb sequencing data per sample. Samples were considered by total reads, unique alignment (%), Q30 (%), and GC content (%). 

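RNA-seq libraries of chicken heart and liver were analysed here, from 6 Sal-exposed and 6 control birds for each tissue, 24 libraries in all. Sal is an ionophore that is given in feed against coccidia. The exposed birds received it at a stated 10.5 mg/kg feed, an estimated 0.9 mg/kg body weight per day, until sampling in week 5. The concentration that the paper reports as measured in the chicken feed was slightly higher. The authors trimmed the reads with fastp, mapped them with STAR to the GRCg7b chicken genome and quantified genes with RSEM. Their deposited table holds whole-number counts for 15051 Ensembl genes, without normalization. In the Sal-exposed hearts, between 32.2 and 44.5 M counts per library lay on genes, with a median of 33.9 M, and in the control hearts between 33.1 and 42.3 M, with a median of 37.6 M. The Sal-exposed livers had 31.9 to 38.5 M counts (median 35.0 M) and the control livers 31.4 to 41.2 M (median 34.8 M). Total counts did not differ between the groups in heart (two-sided exact permutation test, p = 0.485, n = 6 and 6) or liver (two-sided exact permutation test, p = 0.831). The paper's 43 to 61 M are total reads per chicken library, whereas all values here rest on the counts on genes. Counts were scaled by edgeR's TMM method, genes with few counts were left out by filterByExpr, and Sal-exposed and control libraries of one tissue were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Expression is given below as TMM-normalized CPM, and a positive log2FC is higher expression in the Sal-exposed group. No library was a copy of another, since the lowest chi-square per degree of freedom over all 276 pairs of libraries was 12.9.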

Around 43 to 61 million total reads for chicken and 9 to 53 million total reads for turkey were generated. GC content was between 47–52% and 45–52% in chicken and turkey, respectively. The percentage of Q30 in each sample was above 93%. 

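The share of counts on the 16 mitochondrial genes was 55.4% ± 16.3 (SD, n = 6) in Sal-exposed hearts and 41.6% ± 3.51 (SD, n = 6) in control hearts (two-sided exact permutation test, p = 0.0368). Without Sal-exposed heart 1 or 4, or control heart 1, 3, 4, 5 or 6, this p was above 0.05, and it was highest, 0.113, without control heart 1 (exact permutation tests). The highest share was 79.61% in Sal-exposed heart 4, with a 95% Wilson confidence interval of 79.60% to 79.63% that covers counting error only. In the liver, the mitochondrial share was 12.1% ± 9.10 (SD, n = 6) in the Sal-exposed group and 17.2% ± 8.09 (SD, n = 6) in the control group, a difference smaller than the spread between birds (two-sided exact permutation test, p = 0.299). The most abundant gene was *COX1* in all 12 hearts and *ALB* in all 12 livers. The 20 most abundant genes took 60.4% ± 14.2 (SD, n = 6) of the counts in Sal-exposed and 47.3% ± 3.46 (SD, n = 6) in control hearts (two-sided exact permutation test, p = 0.0216). Genes with at least 1 count numbered 14553 ± 132 (SD, n = 6) in Sal-exposed and 13866 ± 863 (SD, n = 6) in control livers (two-sided exact permutation test, p = 0.0238), and 14407 ± 177 (SD, n = 6) and 14569 ± 49.4 (SD, n = 6) in the hearts (p = 0.0584 by the same exact test).

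**Figure D1:**
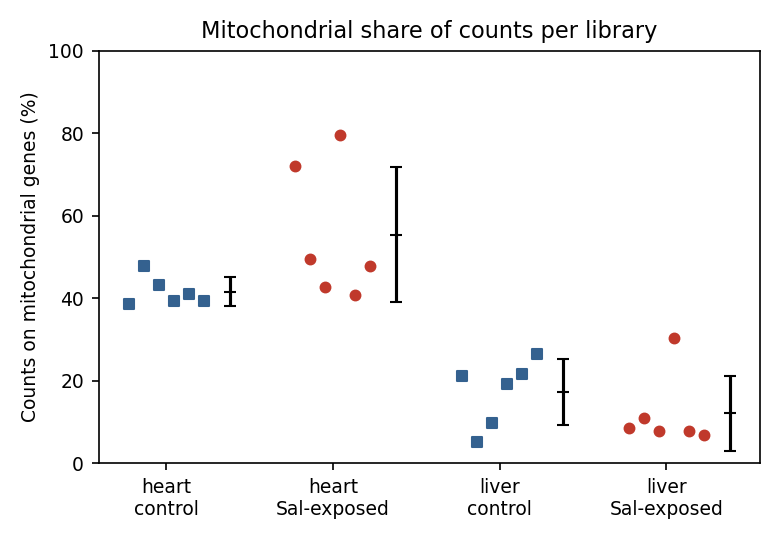
Share of counts on mitochondrial genes (%) in each heart and liver library of the control (squares) and Sal-exposed (circles) groups, with the mean and SD of each group beside the points (n = 6). Sal-exposed hearts 4 and 1 lie highest, at 79.6% and 72.0%.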

Detailed data for each sample is provided in Supplementary Table S2 for chicken and Supplementary Table S3 for turkey. The quality control of RNA-seq showed that one sample (sample code: TLV_Control_3, Table S3) from the liver control group in turkey did not provide high-quality data (9.4 million total reads and 6.1 million unique alignments) compared to others. We excluded this sample from the turkey liver control group, and further analyses were performed with 47 samples.

The PCA was performed to investigate whether samples were clustered together or not. For this, we used normalized DE gene counts from each sample. 

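The PCA was computed on TMM-normalized CPM of the DE genes, with each gene centred and scaled to unit variance. In the chicken heart, PC1 held 64.0% and PC2 16.3% of the variance of 15 DE genes, together 80.3%. In the chicken liver, PC1 held 66.5% and PC2 8.86% of the variance of 952 DE genes, together 75.3%. The choice of genes moved these shares most: over all 13526 genes tested in heart and 13587 in liver, PC1 and PC2 together held 46.0% and 48.6%. With each library left out in turn, the share lay between 79.6% and 86.4% in heart and between 74.2% and 77.4% in liver.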

The PC1 and PC2 showed 44.1% (Fig. 2A) and 46.4% (Fig. 2C) variability between Sal-exposed and control groups in chicken heart and liver, respectively. The most dissimilarity between the groups was observed in the turkey heart (58.2%) (Fig. 2B). In contrast, the least variable groups were the turkey liver (40.6%) (Fig. 2D). As a result of PCA, more than 40% variability between the experimental and control groups was observed in both chicken and turkey heart and liver.

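On PC1 of the chicken DE genes, the 6 Sal-exposed hearts had scores from 1.47 to 5.67 and the 6 control hearts from -3.54 to -2.32 (two-sided exact permutation test, p = 0.00216, the smallest p that 6 birds against 6 allow). On PC2 the heart groups overlapped (two-sided exact permutation test, p = 0.565). Scores of the Sal-exposed livers on PC1 ranged from 3.01 to 33.5 and those of the control livers from -29.9 to -8.38, again without overlap, whereas PC2 did not separate them (two-sided exact permutation test, p = 0.957). The genes in these components had been chosen for a difference between the groups. Over all genes tested, the livers still parted on PC1 without overlap, while the hearts did not differ on PC1 (p = 0.708) and differed on PC2 (p = 0.00433), with 5 of 6 Sal-exposed hearts beyond every control heart (two-sided exact permutation tests).

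**Figure D2:**
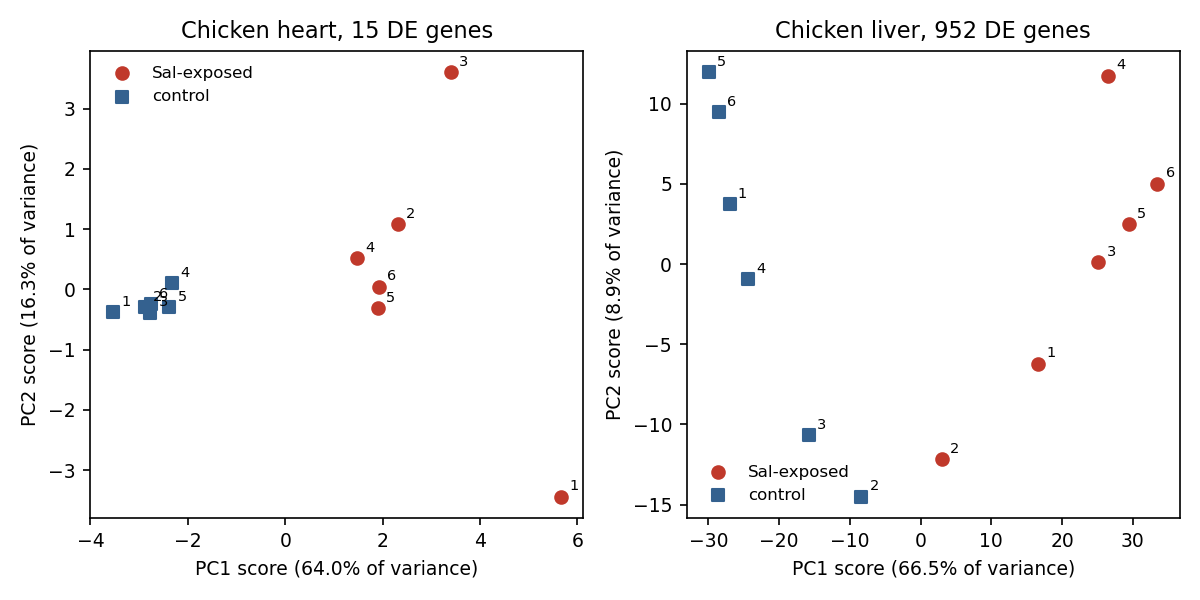
Scores of the heart (left) and liver (right) libraries on PC1 and PC2 of the DE genes, numbered by replicate, with the share of variance on each axis label. Sal-exposed libraries (circles) lie to the right of all control libraries (squares) on PC1 in both tissues.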

**Fig. 2:**
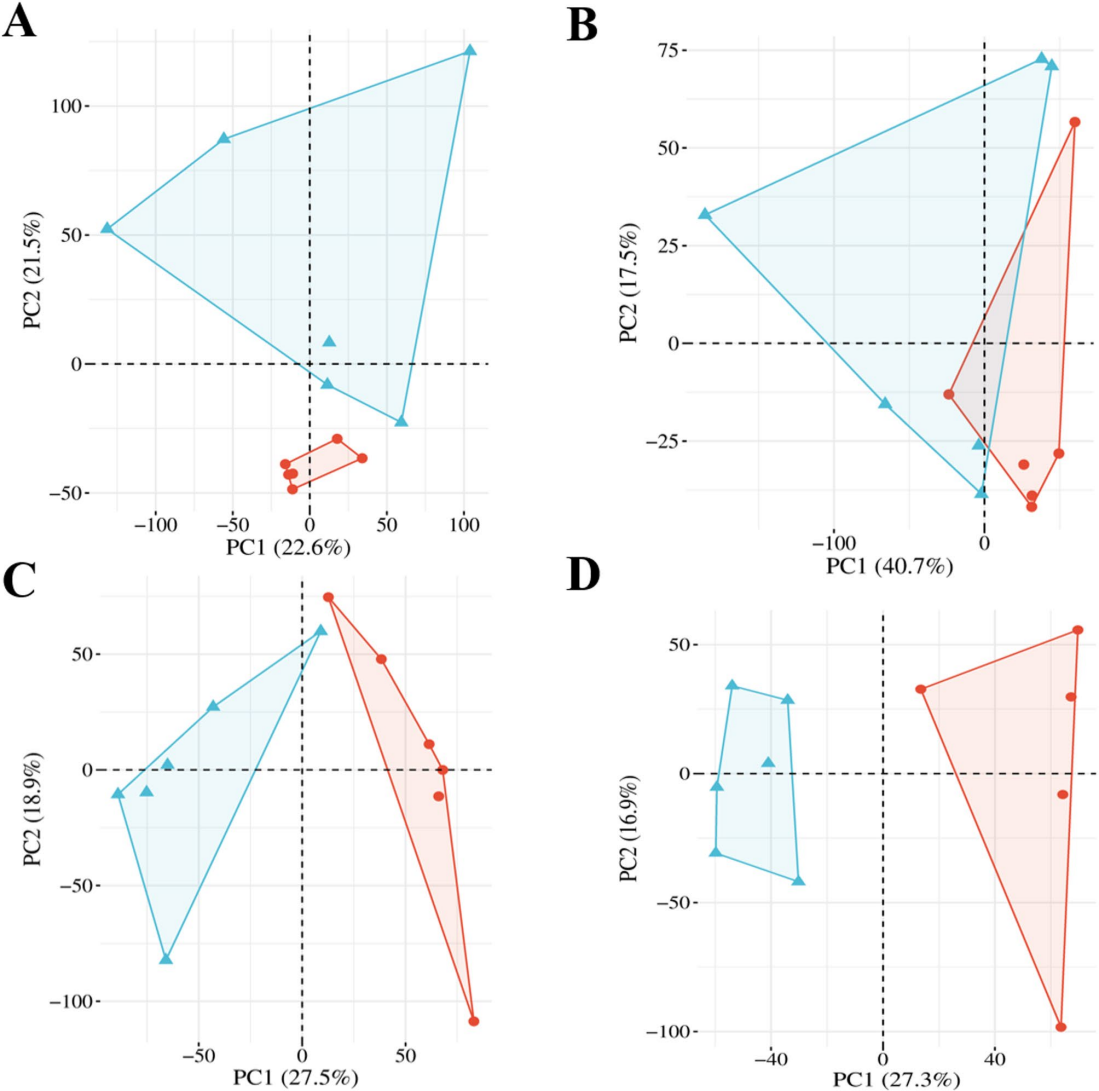
The Principal Component Analysis (PCA) in Sal-exposed and control groups in both species. PCA was performed using normalized counts of DE genes for chicken heart (**A**), turkey heart (**B**), chicken liver (**C**), and turkey liver (**D**). Each point represents an individual biological replicate. Control samples are shown as red circles; Sal-exposed samples as blue triangles. The percentages of variance explained by PC1 and PC2 are shown on the X and Y axes, respectively.

### Differential gene expression analysis

Differential gene expression analysis was performed to determine significantly changed genes between Sal-exposed and control groups. The cut-off values of DE genes were set as log_2_FC ≥ 1 and *p*-value ≤ 0.05 with FDR correction (*p*-adj). 

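In the heart, edgeR called 15 of 13526 genes tested at a p-adj of at most 0.05 and an absolute log2FC of at least 1, of which 12 were upregulated and 3 downregulated. A p-adj of at most 0.05 alone was reached by 25 genes, and an unadjusted p below 0.05 by 2332. DESeq2 called 171 genes, among them all 15, and DESeq2 with 3 surrogate variables called 255 (123 upregulated and 132 downregulated). The upregulated share was 80% with TMM scaling, 70% of 10 genes with upper-quartile scaling and 69.0% with DESeq2's size factors. With edgeR, 0 genes were called when any 1 of control hearts 1 to 6 was left out, although 1904 to 2199 genes kept an unadjusted p below 0.05 there, and DESeq2 was not run on these subsets. Without Sal-exposed heart 1 the number was 3, without Sal-exposed heart 4 it was 29, and without Sal-exposed heart 3 it was 72. In the authors' deposited table for the heart, 673 genes have a p-adj of at most 0.05 (490 upregulated and 183 downregulated), and 171 of them also reach the log2FC cut-off (118 upregulated and 53 downregulated). Every Sal-exposed heart lay above, or every one below, all control hearts in 353 of the genes tested (2.61%), where chance gives 0.216%. The gene with the lowest p, listed as ENSGALG00010017812 without a symbol, lies on chromosome 9 of GRCg7b from 12832397 to 12861901. Its CPM were 2.31 ± 2.14 (SD, n = 6) in Sal-exposed and 0.170 ± 0.0704 (SD, n = 6) in control hearts (log2FC 3.71, SE 0.51, edgeR p-adj = 0.0292). Guanylate cyclase activator 2B (*GUCA2B*, chromosome 21, 5826678 to 5832750) was higher at a log2FC of 3.42 (SE 0.63, edgeR p-adj = 0.0487), with 2.03 ± 2.44 (SD, n = 6) CPM in Sal-exposed and 0.182 ± 0.0725 (SD, n = 6) in control hearts. The downregulated genes were *PLXNA4*, *ARHGAP28* and *HSP90B1*, with log2FC of -1.46, -1.23 and -1.09 and each lower in all 6 Sal-exposed hearts than in any control heart. *UGT1A1* (log2FC 2.47) and *UGP2* (log2FC 2.15) were upregulated in all 6, and *BAG2* had a p-adj of 0.0292 (edgeR) with a log2FC of 0.88, below the cut-off. On simulated counts with 200 changed genes among 13456 tested, edgeR recovered 94% in a comparison of this size, with 2 false calls among 190, and DESeq2 96%, with 13 among 205. The changed genes were drawn above a floor of mean expression and changed well past the cut-off. Genes varied independently, with the same dispersion in both groups. This recovery does not cover genes with few counts or changes near the cut-off.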

In the chicken heart, 673 DE genes were found between the Sal-exposed and control groups, of which 490 were upregulated and 183 were downregulated (Fig. 3A). 

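In the liver, edgeR called 952 of 13587 genes tested, of which 454 were upregulated and 498 downregulated, and 2093 genes passed a p-adj of at most 0.05 alone. The upregulated share was 47.7% with TMM scaling and 58.0% with upper-quartile scaling (558 of 962 genes), which moved the median log2FC of all genes from -0.01 to 0.05. DESeq2 called 1342 genes, 650 upregulated and 692 downregulated. With 4 surrogate variables edgeR called 0 genes, although 2497 had an unadjusted p below 0.05, and DESeq2 called 387. Leaving out Sal-exposed liver 6 or 5 lowered the number by more than 1.5 times, to 504 and 607, and leaving out Sal-exposed liver 2 raised it to 1296. In the authors' deposited table for the liver, 3049 genes have a p-adj of at most 0.05 (1526 upregulated and 1523 downregulated), and 1271 also reach the log2FC cut-off (615 upregulated and 656 downregulated), among them 931 of the genes called by edgeR. All Sal-exposed livers lay above or all below every control liver in 778 of the genes tested (5.73%), against 0.216% by chance. The lowest p belonged to *PEAR1* (ENSGALG00010027784, chromosome 25 of GRCg7b, 1087676 to 1096825), with 5.91 ± 1.16 (SD, n = 6) CPM in Sal-exposed and 30.6 ± 8.79 (SD, n = 6) in control livers (log2FC -2.37, SE 0.22, edgeR p-adj = 0.000243). *TJP3* on chromosome 28 (1405755 to 1418253) and *KDELR3* on chromosome 1 (50935171 to 50941692) followed, with log2FC of -1.76 and -2.66 (both edgeR p-adj = 0.00124). Among DE genes with no overlap between the groups, the largest changes were in *S100A12* (chromosome 25, 1707065 to 1708503; log2FC -4.30, SE 0.74) and *CYFIP2* (chromosome 13, 10970903 to 11016981; log2FC 3.68, SE 0.89). The next 8 by size were *ATP8A1* (3.36), *CTSEAL* (-3.34), *NFX1* (3.18), *CRB2* (3.14), *MGAT5* (3.08), *NUP210* (3.00), *ST8SIA5* (2.99) and *SASH1* (2.92), each value a log2FC. Of these 10, *CRB2* passed the p-adj cut-off in 3 and *CTSEAL* in 11 of the 12 fits that leave out 1 library, and the other 8 in all 12. On simulated counts with 200 changed genes among 13341 tested, edgeR recovered 84% in a comparison of this size, with 7 false calls among 175, and DESeq2 90%, with 28 among 208. As in the heart simulation, genes with few counts and changes near the cut-off were not covered.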

In the case of chicken liver, 3049 DE genes were found between Sal-exposed and control groups, of which 1526 were upregulated and 1523 were downregulated (Fig. 3C). Similarly, 485 DE genes were determined between the groups in turkey heart, of which 188 DE genes were upregulated, whereas 297 DE genes were downregulated (Fig. 3B). In the case of turkey liver, 2337 DE genes were determined, of which 1169 were upregulated and 1168 were downregulated, respectively (Fig. 3D).

**Fig. 3:**
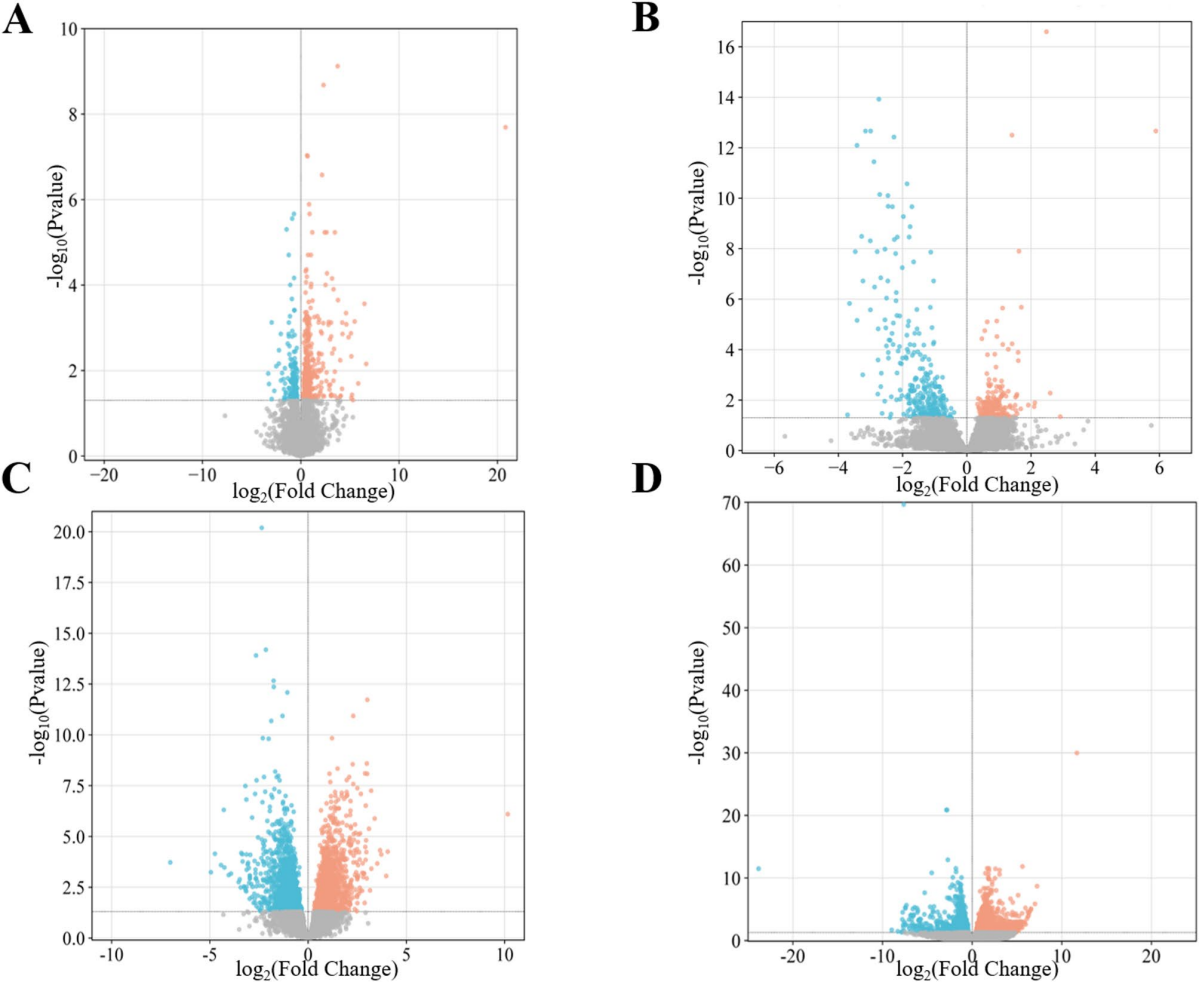
The volcano plot of DE genes for the heart and liver from chicken and turkey. Genes with Log_2_FC ≥ 1 and *p*-adj ≤ 0.05 were considered differentially expressed. Upregulated genes are shown in red, downregulated genes are shown in blue, and not significant genes (*p* adj > 0.05) are in grey (**A**: chicken heart, **B**: turkey heart, **C**: chicken liver, **D**: turkey liver.)

### GO analysis with chicken and turkey

We evaluated the top five GO terms (*p* < 0.05) in chicken and turkey. Terms were categorized as the biological process (BP), cellular component (CC), and molecular function (MF). 

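Gene Ontology was not used here, so families fixed by symbol stand in for its terms, each tested as a set by camera. With the group labels rearranged, camera still passed a median of 8 sets in heart and 7 in liver, so its p-adj alone is weak evidence. The 47 translation initiation factors had a median log2FC of 0.22 in the chicken heart, with 36 of them higher in the Sal-exposed group (camera p-adj = 5.05e-05). Averaged over the family, 4 of 6 Sal-exposed hearts lay above every control heart (two-sided exact permutation test, p = 0.00649). The 27 hnRNP and SR proteins, which bind RNA, had a median log2FC of -0.09 and did not pass (camera p-adj = 0.703). No single gene of either family was called by edgeR.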

Among the categories, the most significant terms were response to metal ion in BP, secretory membrane in CC, and RNA binding in MF for the chicken Sal-exposed heart group compared to the control group (Fig. 4A). In contrast, positive regulation of DNA-templated transcription (BP), intracellular membrane-bounded organelle (CC), and protein serine/threonine kinase activity (MF) were found as the most significant terms in chicken liver (Fig. 4C). 

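The serine/threonine kinases of the chicken liver, 124 genes tested, had a median log2FC of 0.22, with 82 higher and 42 lower in the Sal-exposed group. As a set they passed camera (p-adj = 0.0109) and fry (p-adj = 0.0134). Among them, edgeR called 19 genes at both cut-offs, 33 passed p-adj alone, and 40 did when adjusted over the list alone. Averaged over the family, 5 of 6 Sal-exposed livers lay above every control liver (two-sided exact permutation test, p = 0.00866). The same family in the heart had a median log2FC of -0.03 (camera p-adj = 0.527).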

The most significant terms in turkey heart were: spindle assembly checkpoint signaling (BP), intracellular non-membrane-bounded organelle (CC), and RNA binding (MF) (Fig. 4B). Translation (BP), mitochondrial membrane (CC), and RNA binding (MF) were the most significant enriched GO terms in turkey liver (Fig. 4D).

**Fig. 4:**
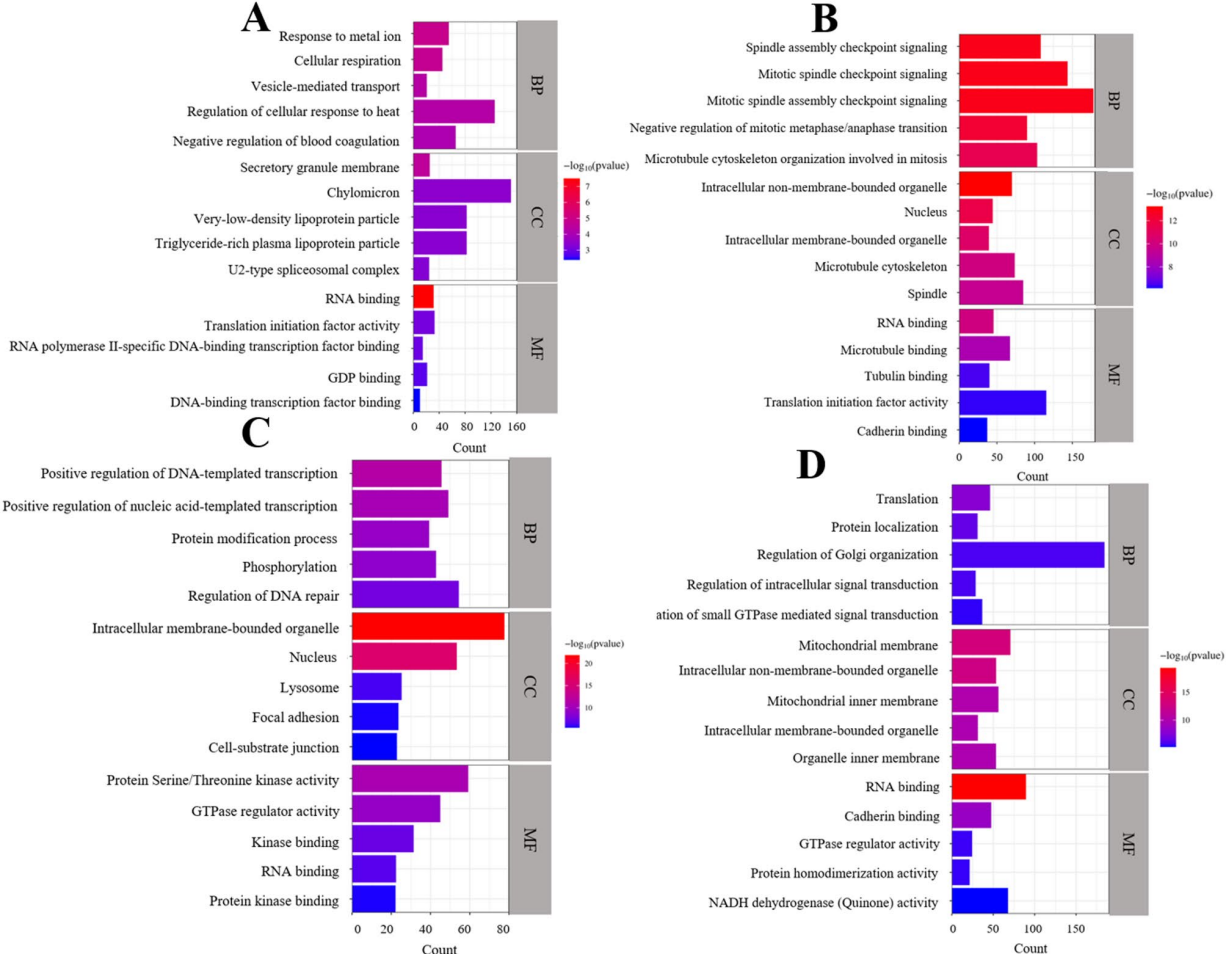
Gene Ontology (GO) analysis of DE genes in the heart and liver between the control and Sal-exposed groups for both species. GO terms were categorized into biological process (BP), cellular component (CC), and molecular function (MF), and ranked according to the *p*-value (*p* < 0.05). Bar plots show the top five enriched GO terms for each tissue and species: (**A**) chicken heart, (**B**) turkey heart, (**C**) chicken liver, and (**D**) turkey liver. Count represents the number of DE genes involved in each GO term.

### Enrichment analysis of heart in chicken and turkey using Reactome

The enrichment analysis has been performed with Reactome to identify molecular mechanisms of Sal toxicity using the putative biological roles of DE genes. Seven pathways were found to be significantly changed between Sal-exposed and control groups in the chicken heart. Six pathways were upregulated, whereas the developmental biology pathway showed downregulation. 

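Reactome was not used here. The gene lists of Supplementary Table S4 and families fixed by symbol, 22 sets in each tissue, were tested by camera with a preset correlation of 0.01 between genes, and p-values were adjusted over both tissues. In the chicken heart 14 sets passed, 10 upward and 4 downward. With the labels of the hearts rearranged, camera passed a median of 8 sets and at most 15. The upward sets were the platelet, transport, G alpha and respiratory lists, mitochondrially encoded proteins, the nuclear respiratory chain, TCA cycle enzymes, mitochondrial ribosomal proteins, lipoprotein genes and translation initiation factors. Collagens, the liver's cell cycle list and double-strand break repair were among the downward sets. Under fry, which rotates the residuals, 5 of these heart sets held: the platelet, transport and G alpha lists, lipoprotein genes and translation initiation factors. The correlation estimated from the data changed the calls most and left the transport list (p-adj = 0.0219) and the G alpha list (p-adj = 0.00148) in the heart. Table S4 was drawn up by the study from these same samples, so tests on its lists are not independent evidence.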

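Supplementary Table S4 lists 11 genes under platelet activation, signaling and aggregation in the chicken heart, of which *AHSG*, *ALB*, *APOH*, *FGB*, *FGG*, *ITIH3*, *PLG* and *SPP2* are in the count table. All 8 were higher in the Sal-exposed group, with log2FC from 1.45 to 2.63 and a median of 1.80 (camera p-adj = 3.30e-14, fry p-adj = 0.0133). Averaged over the list, all 6 Sal-exposed hearts lay above every control heart (two-sided exact permutation test, p = 0.00216). By edgeR, 3 of them passed p-adj over all genes (*AHSG*, *ALB* and *APOH*) and 8 when adjusted over the list alone. *ALB* (ENSGALG00010005070, chromosome 4 of GRCg7b, 50337890 to 50357184) had 29.9 ± 19.0 (SD, n = 6) CPM in Sal-exposed and 6.07 ± 1.52 (SD, n = 6) in control hearts (log2FC 2.30, SE 0.33, edgeR p-adj = 0.0292). Genes of the thrombocytes themselves, 12 tested, had a median log2FC of -0.24 in the same hearts (camera p-adj = 0.0875). Under transport of small molecules, Table S4 lists 8 genes for the heart, 7 of them in the count table. Of these, *ALB* and *APOB* had enough counts for the test, with a median log2FC of 2.03 (camera p-adj = 1.21e-06, fry p-adj = 0.00226), and both passed when adjusted over the list alone.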

Platelet activation, signaling, and aggregation pathway (*p* < 2.2e−16), and transport of small molecules (*p* < 2.2e−16) were the most significant pathways. 

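Table S4 lists 8 genes under G alpha (i) signalling events in the chicken heart, and 5 had enough counts for the test: *RGS16*, *TTR*, *APOB*, *RGS8* and *PDE4B*. Their median log2FC was 1.76, with a range from 1.02 to 2.59 (camera p-adj = 5.90e-11, fry p-adj = 4.36e-06). All 6 Sal-exposed hearts lay above every control heart in the mean of the list (two-sided exact permutation test, p = 0.00216). By edgeR, *RGS16* and *PDE4B* passed p-adj over all genes, and all 5 when adjusted over the list alone. *APOB* and *TTR*, like the list's untested members *APOC3* and *RBP2* with 138 and 91 counts over the 6 Sal-exposed hearts against 31 and 43 in the controls, encode carriers of lipid or vitamin A. Sal-exposed heart 3 held 98 of the *APOC3* counts, whereas no heart held more than 21 of the *RBP2* counts.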

We determined increased regulation in hemostasis (*p* < 2.2e−16), G alpha signaling events (*p* = 0.004), and GPCR downstream (*p* = 0.03) signaling. Also, one of the energy metabolism pathways, the citric acid (TCA) cycle and respiratory electron transport (*p* = 0.05) pathway and involved genes were found to be upregulated (Fig. 5A). 

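Table S4 lists 6 mitochondrially encoded genes under this pathway, and their median log2FC in the chicken heart was 1.29, with a range from 1.17 to 1.77 (camera p-adj = 2.90e-06). The call did not hold under fry (p-adj = 0.119) or the correlation estimated from the data (p-adj = 0.372), which was 0.980 between these genes. Averaged over the list, 4 of 6 Sal-exposed hearts lay above every control heart (two-sided exact permutation test, p = 0.0152). By edgeR, 0 of the 6 passed p-adj over all genes, all 6 had an unadjusted p below 0.05, and all 6 passed when adjusted over the list alone; DESeq2 called all 6. The 13 proteins encoded by the mitochondrial genome had a median log2FC of 1.28, all 13 higher in the Sal-exposed group (camera p-adj = 7.98e-07, fry p-adj = 0.143).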

Reactome pathway analysis with DE genes in the turkey heart showed that 11 pathways (four upregulated and seven downregulated) were significantly altered between Sal-exposed and control groups. The most significant pathways have been determined as the transport of small molecules, M phase, and cell cycle (*p* < 2.2e−16). The innate immune system, cellular response to external stimuli, response to stress, and transport of small molecules were upregulated in the Sal-exposed group (Fig. 5B). The transport of small molecules has been found as a shared pathway between the chicken and turkey heart.

**Fig. 5:**
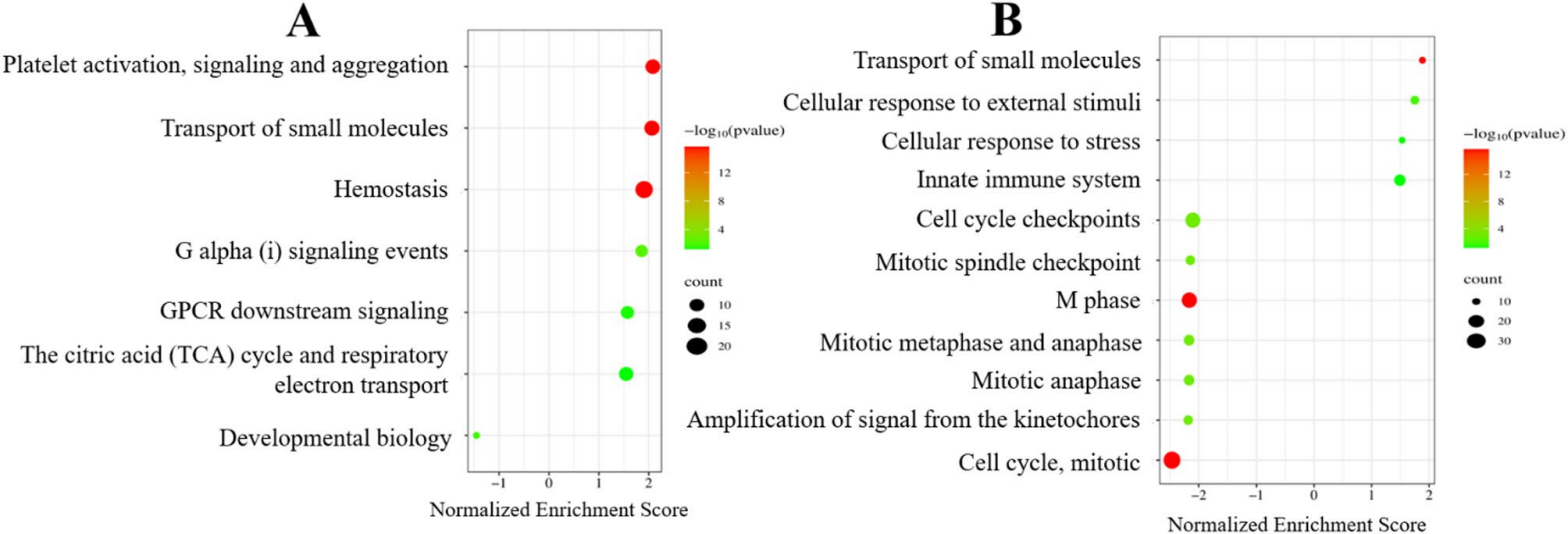
Reactome pathway enrichment analysis of DE genes in chicken heart (**A**) and turkey heart (**B**). Each bubble represents a significantly enriched pathway based on normalized enrichment score (NES). The X-axis shows the NES. Positive values indicate upregulation and negative values indicate downregulation in the Sal-exposed group compared to controls. Bubble size corresponds to the number of DE genes involved in each pathway (count), and bubble color indicates statistical significance as –log10(*p*-value).

### Enrichment analysis of liver in chicken and turkey using Reactome

We found that 12 pathways were significantly changed in the chicken liver Sal-exposed group: five were upregulated and seven were downregulated (Fig. 6A). 

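In the chicken liver, 10 of the 22 sets tested by camera passed, 4 upward and 6 downward. Adjusted within the liver alone 9 passed, where rearranged labels gave a median of 7 and at most 14. Upward were the cell cycle list of Table S4, proliferation genes, double-strand break repair and serine/threonine kinases. Downward were the extracellular matrix (ECM) list, the heart's platelet and respiratory lists, mitochondrially encoded proteins, and cytosolic and mitochondrial ribosomal proteins. Under fry, 5 of them held, namely the cell cycle, ECM and platelet lists, double-strand break repair and serine/threonine kinases, and lipoprotein genes (p-adj = 0.0388) and hnRNP and SR proteins (p-adj = 0.0126) passed as well. The correlation estimated from the data left the ECM list alone (p-adj = 0.0122).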

The upregulated pathways were related to the cell cycle, cell division, and G signaling. 

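The 29 genes that Table S4 lists under mitotic cell cycle were all higher in Sal-exposed livers, with log2FC from 1.00 to 3.00 and a median of 1.35 (camera p-adj = 2.68e-18, fry p-adj = 0.00144). With the correlation between genes estimated from the data the list did not pass (p-adj = 0.103). By edgeR, 23 of the 29 passed p-adj over all genes, 22 of them also the log2FC cut-off, and all 29 when adjusted over the list alone. Averaged over the list, 5 of 6 Sal-exposed livers lay above every control liver (two-sided exact permutation test, p = 0.00433). A family of proliferation genes fixed apart from Table S4, 36 tested, had a median log2FC of 0.46 (camera p-adj = 0.00348, fry p-adj = 0.234). Of these, 31 were higher and 1 was called by edgeR. The 22 genes of double-strand break repair had a median log2FC of 0.33, with 17 higher (camera p-adj = 0.00885, fry p-adj = 0.0132).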

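Table S4 lists 3 genes under translation in the chicken liver, and *RPL22L1*, *MRPL33* and *SEC11C* had log2FC of -1.52, -1.46 and -1.04. With each library left out in turn, these ran from -1.73 to -0.54, from -1.66 to -1.05 and from -1.32 to -0.85. *RPL22L1* had 107 CPM in control liver 6, where the control mean was 30.9 ± 38.8 (SD, n = 6). As a set the 3 genes did not pass camera (p-adj = 0.0677), *MRPL33* alone passed edgeR's p-adj over all genes (0.0336), and all 3 did when adjusted over the list alone. The 70 cytosolic ribosomal proteins had a median log2FC of -0.27, with 55 lower in the Sal-exposed group (camera p-adj = 0.00138, fry p-adj = 0.306). Among the 69 mitochondrial ribosomal proteins the median was -0.12 (camera p-adj = 0.0427, fry p-adj = 0.361). The ECM list, 13 genes tested of 17, had log2FC from -2.09 to -0.07 and a median of -1.38 (camera p-adj = 1.09e-08, fry p-adj = 5.43e-05). All 6 Sal-exposed livers lay below every control liver in its mean (two-sided exact permutation test, p = 0.00216). By edgeR, 9 of the 13 were called, and 12 passed when adjusted over the list alone. The heart's platelet list, 8 genes, had a median log2FC of -0.88 in the liver (camera p-adj = 0.00103, fry p-adj = 0.0435).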

The seven downregulated pathways were related to rRNA processing, translation, post-translation, extracellular matrix (ECM) organization, and platelet mechanism. In the turkey liver, 14 pathways were significantly enriched (six upregulated and eight downregulated) in the Sal-exposed group (Fig. 6B). The most enriched pathway was translation (*p* < 2.2e−16). According to the enrichment analysis results, the rRNA processing, translation, ECM organization, and G signaling were found to be shared pathways between chicken and turkey.

**Fig. 6:**
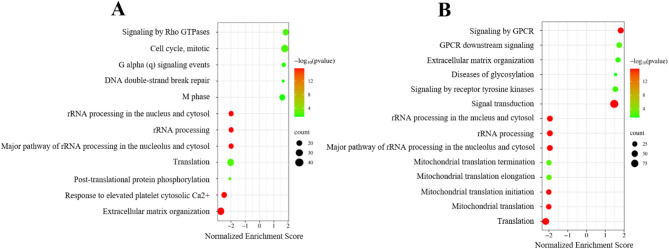
Reactome pathway enrichment analysis of DE genes in chicken liver (**A**) and turkey liver (**B**). Each bubble represents a significantly enriched pathway based on normalized enrichment score (NES). The X-axis shows the NES. Positive values indicate upregulation and negative values indicate downregulation in the Sal-exposed group compared to controls. Bubble size corresponds to the number of DE genes involved in each pathway (count), and bubble color indicates statistical significance as − log10(*p*-value).

### Common DE genes between chicken and turkey

We investigated common DE genes in the heart and liver between the Sal-exposed and control groups in chicken and turkey. All significant DE genes without cut-off restriction were included. We determined 109 common DE genes in the heart (Fig. 7A) and 795 common DE genes in the liver (Fig. 7B). The common DE genes showed distinct expression profiles between chicken and turkey. In the heart, severely downregulated common DE genes were observed in turkey, whereas their expressions were highly upregulated in chicken. In the liver, highly upregulated common DE genes were determined in turkey. Compared to the turkey liver, common DE gene expressions did not show severe alteration in the chicken liver. The expression profile of common DE genes in the heart and the liver is demonstrated with a heatmap.

**Fig. 7:**
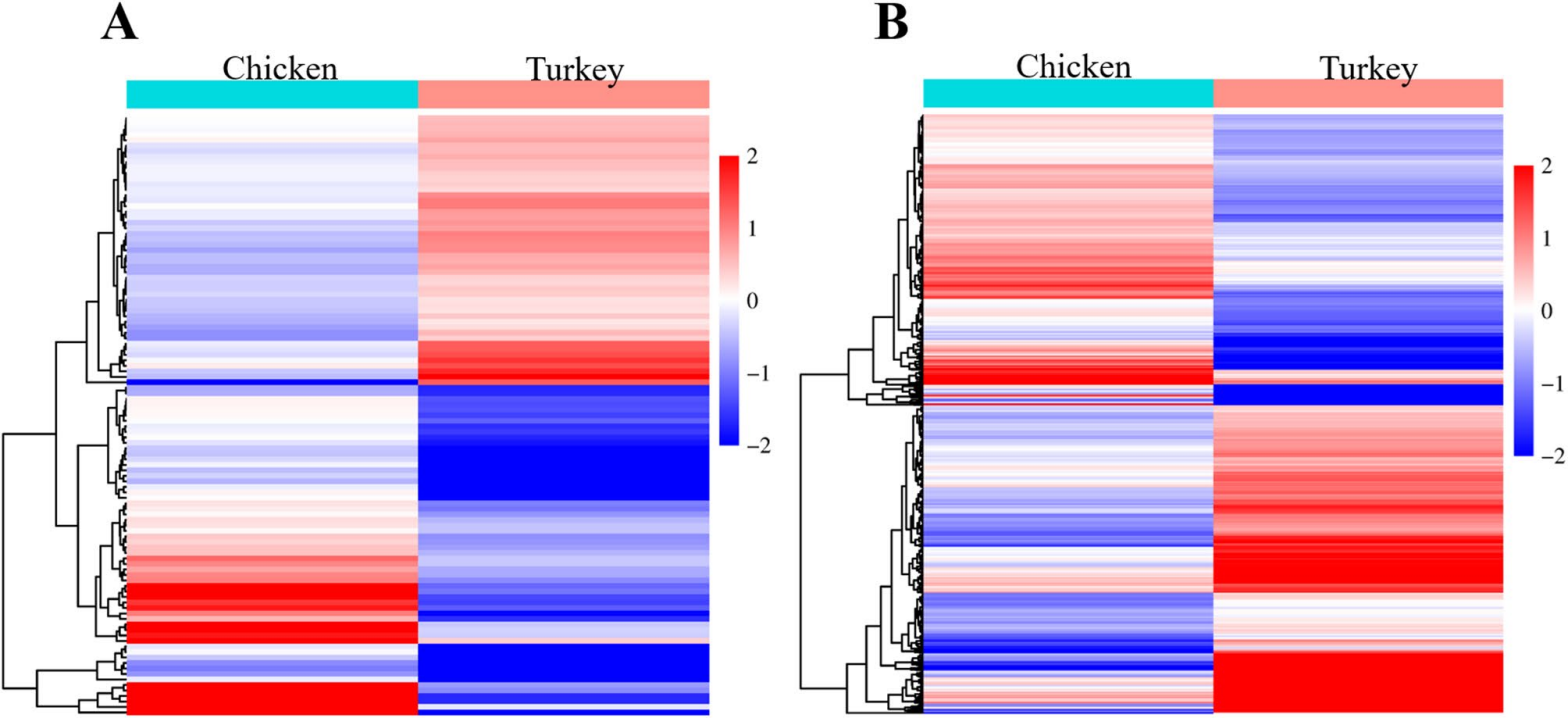
Heatmaps of common DE genes in chicken and turkey heart (**A**) and liver (**B**). Each heatmap represents Log_2_FC values for DE genes in both species. The vertical column represents tissues, and the horizontal column represents common DE genes with Log_2_FC values. Up and downregulated genes are illustrated as red and blue, respectively. Hierarchical clustering was performed using the complete linkage method with Euclidean distance.

### Validation of candidate DE genes in chicken with RT-qPCR

RNA-seq validation in the chicken heart was performed with the genes: fibrinogen beta chain (*FGB*), regulator of G protein signaling 16 (*RGS16*), regulator of G protein signaling 8 (*RGS8*), calcium voltage-gated channel auxiliary subunit gamma 4 (*CACNG4*), sodium voltage-gated channel alpha subunit 8 (*SCN8A*) and ceramide kinase like (*CERKL*). We found that in all candidate genes, the relative mRNA expression was correlated with RNA-seq (Fig. 8A). 

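*FGB* (ENSGALG00010014944) lies on chromosome 4 of GRCg7b from 19771510 to 19782333, and its RNA-seq CPM were 2.97 ± 1.59 (SD, n = 6) in Sal-exposed and 0.847 ± 0.434 (SD, n = 6) in control hearts. *RGS16* (ENSGALG00010010840, 5600759 to 5607877) and *RGS8* (ENSGALG00010010821, 5581151 to 5597789) are neighbours on chromosome 8. Their CPM were 1.59 ± 0.816 and 2.18 ± 0.958 in Sal-exposed hearts and 0.262 ± 0.132 and 0.781 ± 0.426 in control hearts (SD, n = 6 each). *CACNG4* (ENSGALG00010029206, chromosome 18, 7868152 to 7924530) had 0.102 ± 0.109 (SD, n = 6) CPM in Sal-exposed and 0.915 ± 0.525 (SD, n = 6) in control hearts. *SCN8A* (ENSGALG00010022264, chromosome 34, 239586 to 276121) had 0.536 ± 0.169 (SD, n = 6) and 1.10 ± 0.278 (SD, n = 6). For *FGB*, *RGS16*, *CACNG4* and *SCN8A* the groups did not overlap (two-sided exact permutation test, p = 0.00216), and for *RGS8* 5 of 6 Sal-exposed hearts lay above every control heart (p = 0.0108 by the same exact test). *CERKL* (ENSGALG00010026044) had 5 counts over the 6 Sal-exposed hearts and 58 over the 6 control hearts, 20 of them in control heart 5, too few for the edgeR test after the filter (two-sided exact permutation test on CPM, p = 0.00433). Without the filter, its edgeR log2FC was -2.83 with a p-adj of 0.0918.

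**Figure D3:**
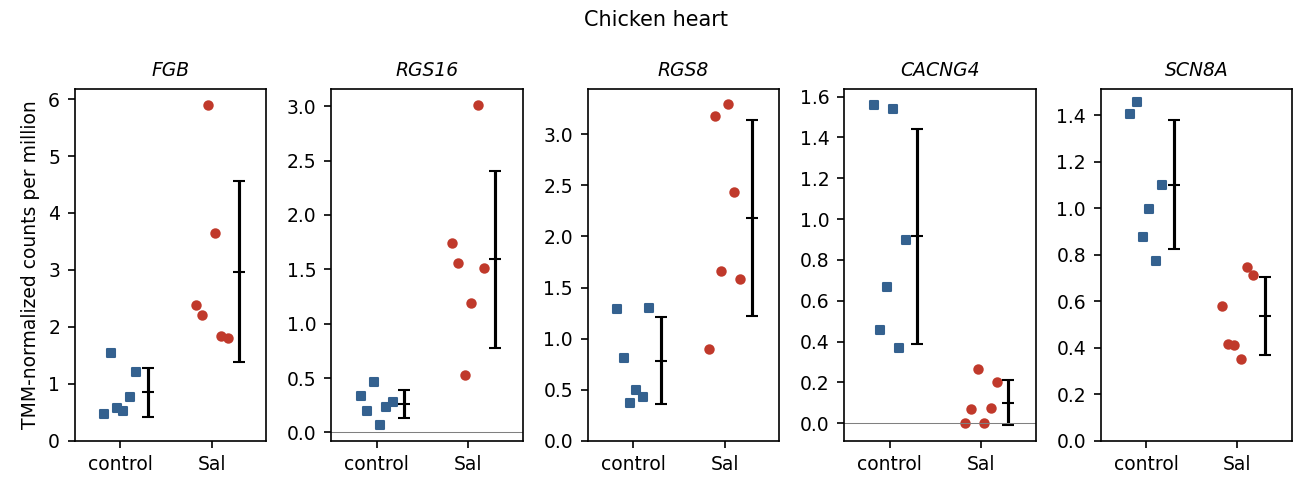
TMM-normalized CPM of 5 genes in each control (squares) and Sal-exposed (circles) heart, with the mean and SD beside the points (n = 6). *FGB*, *RGS16* and *RGS8* are higher in the Sal-exposed group, *CACNG4* and *SCN8A* lower, all at 6 CPM or fewer.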

Between RNA-seq and RT-qPCR, the Spearman’s correlation coefficient and corresponding *p*-value detected as r = 0.66 *p* = 0.15 in the chicken heart.

**Fig. 8:**
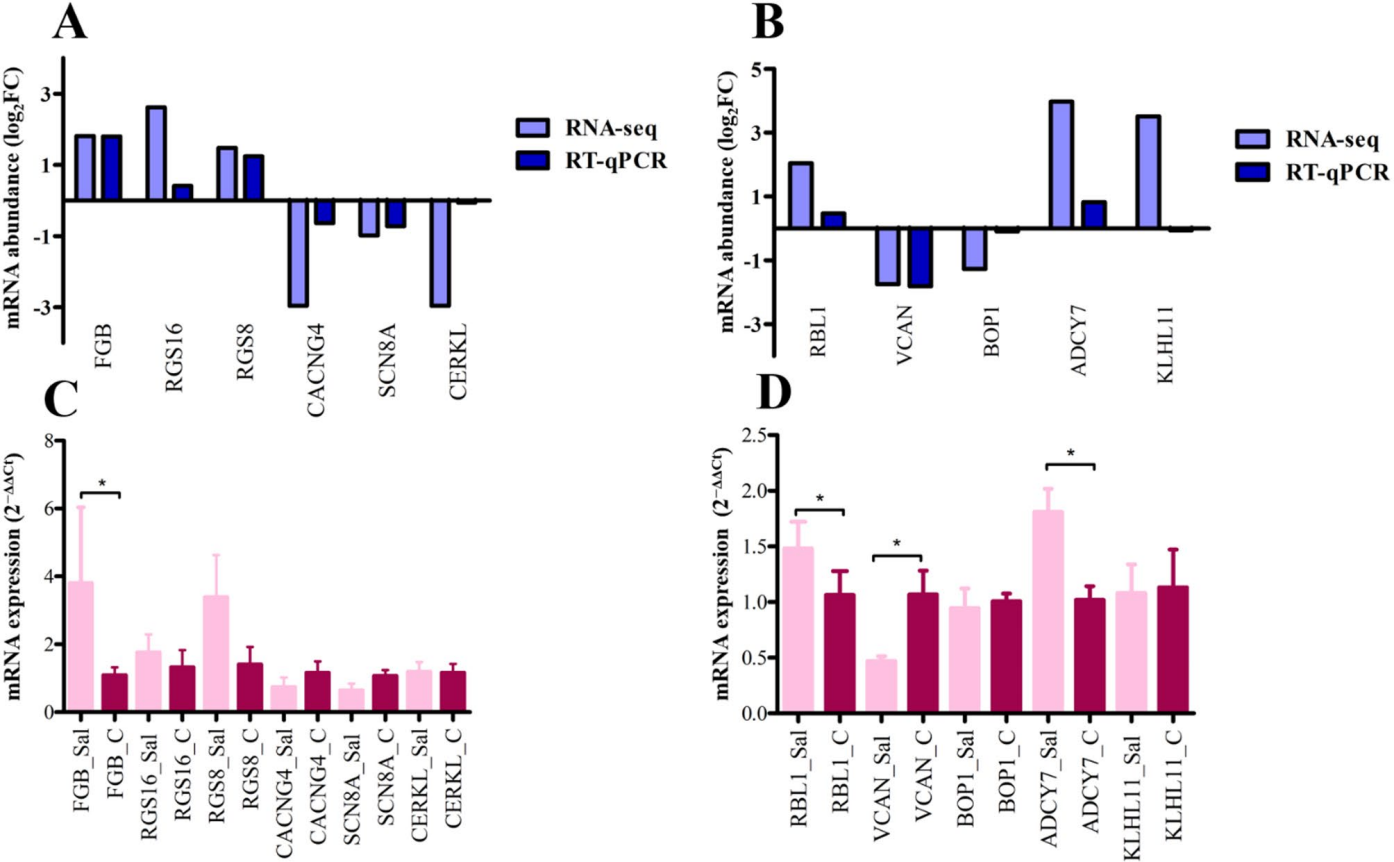
RNA-seq validation of chicken heart and liver with RT-qPCR. (**A**) Comparison of log_2_FC values between RNA-seq and RT-qPCR for six candidate genes in the chicken heart. (**B**) Comparison of log_2_FC values between RNA-seq and RT-qPCR for five candidate genes in the chicken liver. (**C**) RT-qPCR analysis of gene expression in the chicken heart between Sal-exposed and control groups using the 2^−ΔΔCt^ method. (**D**) RT-qPCR analysis of gene expression in the chicken liver between Sal-exposed and control groups using the 2^−ΔΔCt^ method. RT-qPCR data are presented as means ± SEM (n = 6), analyzed by unpaired *t-test*. ^*^p ≤ 0.05. Sal: Sal-exposed group; C: control group.

Among the candidate genes for chicken liver RNA-seq validation, RB transcriptional corepressor like 1 (*RBL1*), versican (*VCAN*), BOP1 ribosomal biogenesis factor (*BOP1*), adenylate cyclase 7 (*ADCY7*) were found to be correlated with RNA-seq. In contrast, kelch like family member 11 (*KLHL11*) gene did not show a correlation (Fig. 8B). 

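*RBL1* (ENSGALG00010024438, chromosome 20 of GRCg7b, 968475 to 988940) had 8.89 ± 3.04 (SD, n = 6) RNA-seq CPM in Sal-exposed and 2.16 ± 1.49 (SD, n = 6) in control livers, a log2FC of 2.03 (SE 0.40, edgeR p-adj = 0.00783). *ADCY7* (ENSGALG00010024074, chromosome 11, 6172148 to 6228477) had 1.66 ± 0.820 (SD, n = 6) and 0.101 ± 0.208 (SD, n = 6), a log2FC of 3.88 (SE 1.04, edgeR p-adj = 0.0244). *KLHL11* (ENSGALG00010022866, chromosome 27, 4696702 to 4699243) had 2.59 ± 1.39 (SD, n = 6) and 0.224 ± 0.225 (SD, n = 6), a log2FC of 3.48 (SE 0.89, edgeR p-adj = 0.0203). *VCAN* (ENSGALG00010006739, chromosome Z, 63371690 to 63477536) fell from 1.86 ± 0.869 (SD, n = 6) in control to 0.546 ± 0.207 (SD, n = 6) in Sal-exposed livers, a log2FC of -1.76 (SE 0.46, edgeR p-adj = 0.0220). *BOP1* (ENSGALG00010009432, chromosome 2, 148358858 to 148437852) fell from 60.3 ± 19.8 (SD, n = 6) to 24.8 ± 8.49 (SD, n = 6), a log2FC of -1.28 (SE 0.26, edgeR p-adj = 0.00824). In each of the 5 genes, 5 of 6 Sal-exposed livers lay beyond every control liver (two-sided exact permutation tests, p = 0.00866 for *KLHL11* and p = 0.00433 for the others). For *RBL1*, *ADCY7* and *KLHL11*, Sal-exposed liver 2 was the one that did not, at 3.22, 0.324 and 0.224 CPM.

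**Figure D4:**
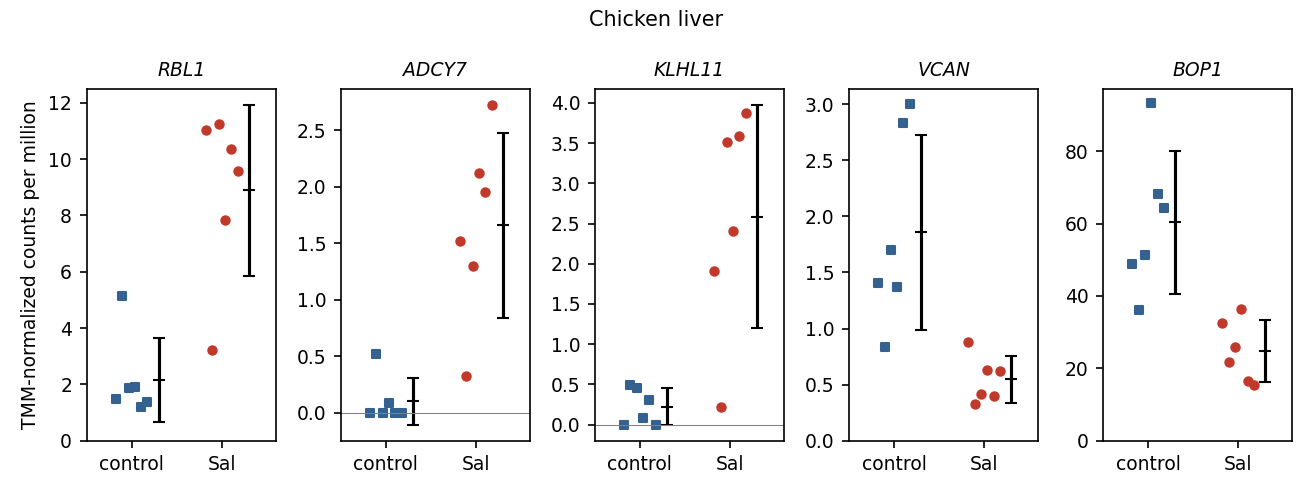
TMM-normalized CPM of 5 genes in each control (squares) and Sal-exposed (circles) liver, with the mean and SD beside the points (n = 6). *RBL1*, *ADCY7* and *KLHL11* are higher and *VCAN* and *BOP1* lower in the Sal-exposed group.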

Between RNA-seq and RT-qPCR, the Spearman’s correlation coefficient and corresponding *p*-value detected as r = 0.9 *p* = 0.083 in chicken liver. The fold change and statistical significance of candidate genes were analyzed using RT-qPCR and calculated with the 2^−ΔΔCt^ method between the Sal-exposed and control groups. In chicken heart, only the *FGB* gene was significant. It was upregulated in the Sal-exposed group compared to the control group (Fig. 8C). In the chicken liver Sal-exposed group, *RBL1* and *ADCY7* genes were significantly upregulated, in contrast, *VCAN* was downregulated (Fig. 8D).

### Validation of candidate DE genes in turkey with RT-qPCR

In turkey heart lecithin-cholesterol acyltransferase (*LCAT*), DNA replication helicase/nuclease 2 (*DNA2*), cyclin dependent kinase 1 (*CDK1*), kinetochore associated 1 (*KNTC1*) and anillin actin binding protein (*ANLN*) genes were selected for validation and for all those genes the RT-qPCR results correlated with RNA-seq (Fig. 9A). Between RNA-seq and RT-qPCR, the Spearman’s correlation coefficient and corresponding *p*-value detected as r = 0.97 *p* = 0.0048 in turkey heart.

**Fig. 9:**
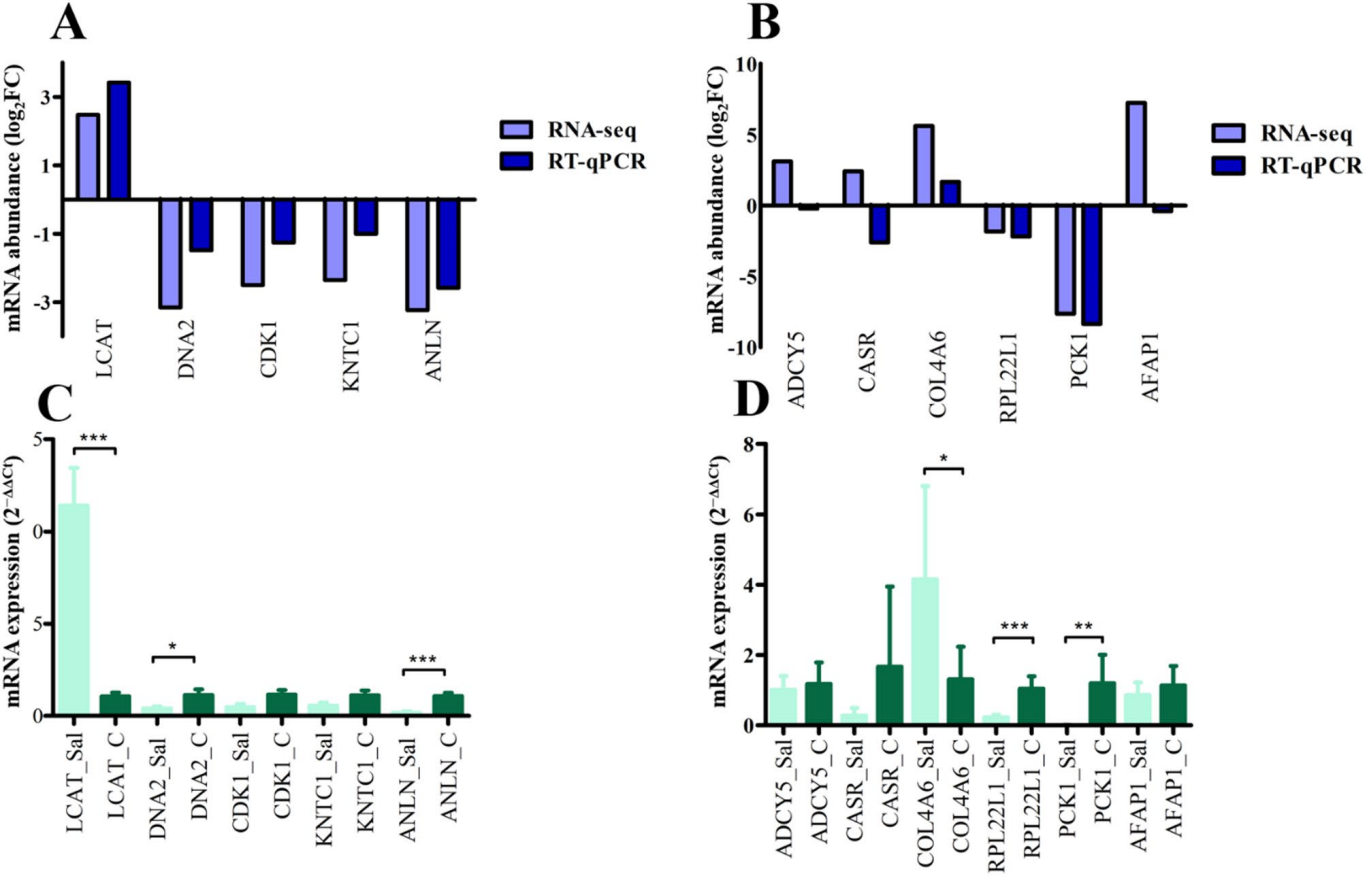
RNA-seq validation of turkey heart and liver with RT-qPCR. (**A**) Comparison of log_2_FC values between RNA-seq and RT-qPCR for five candidate genes in the turkey heart. (**B**) Comparison of log_2_FC values between RNA-seq and RT-qPCR for six candidate genes in the turkey liver. (**C**) RT-qPCR analysis of gene expression in the turkey heart between Sal-exposed and control groups using the 2^−ΔΔCt^ method. (**D**) RT-qPCR analysis of gene expression in the turkey liver between Sal-exposed and control groups using the 2^−ΔΔCt^ method. RT-qPCR data are presented as means ± SEM (n = 6), analyzed by unpaired *t-test*. ^*^p ≤ 0.05; ^**^p < 0.01; ***p < 0.001. Sal: Sal-exposed group; C: control group.

In turkey liver among the six selected candidate genes collagen type IV alpha 6 chain (*COL4A6*), ribosomal protein L22 like 1 (*RPL22L1*) and phosphoenolpyruvate carboxykinase 1 (*PCK1*) showed a positive correlation, the adenylate cyclase 5 (*ADCY5*), calcium sensing receptor (*CASR*), and actin filament associated protein 1 (*AFAP1*) showed a negative correlation with RNA-seq data (Fig. 9B). Between RNA-seq and RT-qPCR, the Spearman’s correlation coefficient and corresponding *p*-value detected as r = 0.82 *p* = 0.046 in turkey liver. The fold change and statistical significance of candidate genes were analyzed using RT-qPCR and calculated with the 2^−ΔΔCt^ method between the Sal-exposed and control groups. Among five candidate genes in the turkey heart, the *LCAT* was significantly upregulated, whereas *DNA2* and *ANLN* were significantly downregulated in the Sal-exposed group (Fig. 9C). In turkey liver Sal-exposed group, *RPL22L1* and *PCK1* were significantly downregulated whereas *COL4A6* was upregulated (Fig. 9D).

## Discussion

The differences between chicken and turkey regarding Sal toxicity pose an issue for animal health, farmers, and consumers. Clinical findings on Sal toxicity are well established, but further investigation is needed to clarify its molecular mechanisms. In this study, we performed a series of experiments, including RNA-seq, gene set enrichment analysis, and RT-qPCR, to identify underlying molecular mechanisms of Sal toxicity in chicken and turkey heart and liver.

RNA-seq resulted in higher total and uniquely aligned reads in chicken compared to turkey. Chicken (INSDC Assembly: GCA_016699485.1), a well-studied model organism^47^, has almost 3.5 times higher genome coverage and 2.36 times more gene transcripts compared to turkey (INSDC Assembly: GCA_000146605.4). Therefore, the differences in genome assembly could explain why chickens have higher total and uniquely aligned reads. 

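By edgeR, the number of DE genes was 63.5 times higher in the chicken liver than in the chicken heart, and by DESeq2 it was 7.85 times higher. This did not hold with surrogate variables in edgeR, which called 109 genes in heart and 0 in liver (2497 liver genes at an unadjusted p below 0.05). DESeq2 with surrogate variables called 255 in heart and 387 in liver, and at adjusted p alone 1967 and 870. The edgeR ratio rests on 15 heart genes, a number that was 0 by edgeR without any 1 of control hearts 1 to 6 (1904 to 2199 genes at an unadjusted p below 0.05), 3 without Sal-exposed heart 1, 29 without heart 4 and 72 without heart 3. *APOH* (log2FC 2.63 in heart and -1.08 in liver) and ENSGALG00010017207 (1.15 in heart and -2.16 in liver), named here because they were the only genes called in both tissues, changed in opposite directions. The difference between the tissues was tested as the interaction of tissue and treatment over all 24 libraries, and 1548 of 14632 genes passed both cut-offs (edgeR p-adj), 877 with a higher and 671 with a lower log2FC in liver. DESeq2 called 1985, with 48.5% higher in liver against 56.7% by edgeR. With 7 surrogate variables edgeR called 154 genes and DESeq2 557. With each library left out in turn, edgeR called between 1165 (without Sal-exposed liver 6) and 2013 (without control liver 2).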

The number of significant DE genes in the liver was approximately 4.50 times higher than in the chicken heart and 4.81 times higher than in the turkey heart. Given that Sal is metabolized in the liver and impairs mitochondrial function^48–50^, the higher number of DE genes in the liver may be associated with metabolic processes. GO analysis in the heart pinpointed that GO terms were enriched with the cellular response, enzyme and RNA binding, and translation in chicken. In turkey, GO terms were related to cell cycle pathways, such as checkpoint signaling and microtubule regulation. Regarding liver tissue, the metabolic processes, such as transcription and enzyme activity, were determined in chicken, whereas GO terms were associated with energy metabolism in the turkey. The enriched GO terms differed for chicken and turkey. These results indicate species- and tissue-specific responses to Sal toxicity at the molecular level. We performed enrichment analysis with DE genes to determine the molecular pathways related to Sal toxicity between the control and Sal-exposed groups.

As a result of enrichment analysis in chicken heart, platelet activation, signaling and aggregation, transport of small molecules, G alpha signaling, TCA cycle, and respiratory electron transport were the most enriched pathways. Increased gene expression of ion channels supports the thesis that excessive Sal alters ion balance of the myocardial cells. Furthermore, it leads to increased intracellular Ca^2+^ levels in Sal-exposed group. 

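The transport list of Table S4 in the chicken heart holds genes of solute carriers and channels whose counts were low. *SLC5A12*, a sodium-coupled carrier, had 48 counts over the 6 Sal-exposed hearts, 28 of them in Sal-exposed heart 1, and 0 over the 6 control hearts. The chloride channel accessory gene *CLCA2* had 102 counts against 9, *SLC6A19* had 75 against 6, and *SLC13A2* had 27 against 4. Of these counts, Sal-exposed heart 1 held 63, 30 and 13. In CPM, *SLC5A12*, *CLCA2* and *SLC6A19* were higher in every Sal-exposed heart than in any control heart (two-sided exact permutation tests, p = 0.00216), and *SLC13A2* was higher in the group mean (two-sided exact permutation test, p = 0.0238). None of the 4 passed edgeR's low-count filter, and without it their p-adj lay between 0.0564 and 0.120. In the authors' deposited table, their p-adj lies between 0.000275 and 0.0450. From higher expression of ion channels, the paper reasons that excess Sal disturbs the ion balance of heart muscle cells and raises intracellular calcium.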

As a key second messenger, increased Ca^2+^ may promote platelet activation—a known mediator to atherosclerosis and thrombosis, potentially leading to heart failure^51,52^. 

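The edgeR log2FC of the fibrinogen gene *FGB* in the chicken heart was 1.80 (SE 0.39, p-adj = 0.0731), so it did not pass over all genes. Leave-one-out fits gave a log2FC between 1.47 and 2.06 and a p-adj of *FGB* between 0.0526 and 0.174. DESeq2 gave *FGB* a p-adj of 0.000751, surrogate variables in edgeR 0.0256, and all 24 libraries in one edgeR fit 0.0298; over all alternatives its p-adj ran from 6.24e-05 to 0.248.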

*FGB* gene upregulation was also observed, which has been associated with heart failure and attack^52,53^. Additionally, *CACNG4* and *SCN8A* were downregulated, which may impair myocardial contraction^54,55^. 

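*CACNG4* had an edgeR log2FC of -2.90 (SE 0.61, p-adj = 0.0723) in the chicken heart, and *SCN8A* one of -1.01 (SE 0.29, p-adj = 0.118). DESeq2 gave a p-adj of 0.000751 for *CACNG4* and 0.0426 for *SCN8A*, and over all alternatives the p-adj of *CACNG4* ran from 9.52e-05 to 0.248 and that of *SCN8A* from 0.0426 to 0.629. When single libraries were left out, the log2FC lay between -3.36 and -2.68 for *CACNG4* and between -1.13 and -0.91 for *SCN8A*, and the edgeR p-adj of *CACNG4* passed 0.05 in 1 of the 12 fits.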

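Of the TCA cycle enzymes in the chicken heart, 16 of 17 had a positive log2FC, with a median of 0.19 and a highest value of 0.45 (camera p-adj = 0.000471, fry p-adj = 0.127). Averaged over the enzymes, 4 of 6 Sal-exposed hearts lay above every control heart (two-sided exact permutation test, p = 0.0909). The nuclear genes of the respiratory chain, 55 tested, had a median log2FC of 0.18, with 45 higher in the Sal-exposed group (camera p-adj = 0.000496, fry p-adj = 0.402). Without Sal-exposed heart 3 the respiratory chain no longer passed camera (p-adj = 0.118). With all 12 hearts, the mean of its genes did not differ between the groups (two-sided exact permutation test, p = 0.554). By edgeR, 0 genes of either family passed p-adj over all genes; adjusted over the list alone, 1 TCA cycle enzyme and 5 respiratory chain genes did.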

Downregulation of the TCA cycle and respiratory electron transport pathways suggests disrupted energy metabolism. Upregulation of *RGS16* and *RGS8*, regulators of G-protein–coupled signaling^56^, could promote the activation of G signaling in response to calcium-induced platelet activity.

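*RGS16* had an edgeR log2FC of 2.59 (SE 0.45, p-adj = 0.0370) in the chicken heart, which passed both cut-offs, and *RGS8* one of 1.47 (SE 0.40, p-adj = 0.109). With each library left out in turn, *RGS16* passed in 3 of 12 fits, with p-adj from 0.0264 to 0.106, and *RGS8* in 0 of 12, with p-adj from 0.0752 to 0.210. DESeq2 called *RGS8* (p-adj = 0.0132), with a range over all alternatives from 0.00351 to 0.272, and for *RGS16* the alternatives ran from 5.86e-06 by DESeq2 to 0.233.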

To our knowledge, no comparative transcriptomic studies have investigated the molecular toxicity of Sal using an *in-vivo* approach. Gao et al.^13^ studied Sal cytotoxicity *in-vitro* and found apoptosis activation by triggered mitochondria dysfunction. 

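The mitochondrial gene *COX1* (ENSGALG00010000017, 5419 to 6969 of the mitochondrial genome) had an edgeR log2FC of 1.28 (SE 0.42, p-adj = 0.153) in the chicken heart, and *COX2* (ENSGALG00010000020, 7108 to 7791) one of 1.30 (SE 0.38, p-adj = 0.125). In 4 of 6 Sal-exposed hearts *COX1* lay above every control heart and in 5 of 6 *COX2* did (two-sided exact permutation tests, p = 0.00866 and p = 0.0108). The authors' deposited table gives *COX1* a log2FC of 1.29 with a p-adj of 0.0113 and *COX2* 1.31 with 0.00574. The lowest log2FC with 1 library left out was 0.89 for *COX1* and 0.90 for *COX2*. Over all alternatives the p-adj ran from 0.0113 to 0.412 for *COX1* and from 0.00574 to 0.387 for *COX2*.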

Consistent with these findings, our *in-vivo* analysis showed that toxic Sal upregulated the apoptotic markers such as cytochrome c oxidase subunits I (*COX1*) and II (*COX2*) (Supplementary Table S4).

A study performed in 2018 investigated maduramicin (MAD) molecular toxicity in primary chicken myocardial cells. MAD is one of the dominantly used antiparasitic agents in chickens, and it shares a similar mode of action to Sal’s. It was demonstrated that toxic MAD altered cytokine-cytokine receptor interaction and calcium signal and induced mitochondria-associated apoptosis^25^. Supporting these findings, we found that, similar to MAD, toxic Sal also affected mitochondrial function, energy metabolism, and apoptosis in chicken hearts. We concluded that both Sal and MAD intoxication may dysregulate common molecular mechanisms in the heart. These pathways may be used as biomarkers for detecting Sal and MAD toxicity in chickens.

In the turkey heart, cell cycle–related pathways were downregulated, while immune and inflammatory pathways were upregulated in the Sal-exposed group. Studies demonstrated that Sal activates cell cycle arrest in various human cancers via downregulating mitotic checkpoint genes’ expression^50,57–59^. Similar to these cancer studies, we found that gene expressions of mitotic checkpoints, cyclins, and anti-apoptotic markers were downregulated in the Sal-exposed group (Supplementary Table S5). Apoptosis triggered by cell cycle arrest was observed only in the turkey heart, suggesting that cell cycle disruption may be a species-specific mechanism of Sal toxicity in turkeys. This response may also be associated with the upregulation of immune pathways. Heatmap analysis pinpointed distinct gene expression patterns between chicken and turkey hearts. Common downregulated DE genes correlated with the cell cycle, and their gene expression was severely decreased in turkey heart. In contrast, common upregulated DE genes played a role in platelet activation, and their gene expression was severely upregulated in chicken heart. These mechanisms indicate that Sal toxicity impairs different signaling pathways in the heart depending on the species.

In chicken liver, the enrichment analysis showed that translation, energy metabolism, and ECM organization were the most enriched pathways, and they were all downregulated in the Sal-exposed group. 

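Mitochondrially encoded proteins had a median log2FC of -1.14 in the chicken liver, with 12 of 13 genes lower in the Sal-exposed group (camera p-adj = 0.00634, fry p-adj = 0.234). No Sal-exposed liver lay below every control liver in their mean (two-sided exact permutation test, p = 0.154), and in Sal-exposed liver 4 the share of counts on mitochondrial genes, 30.4%, was above that of every control liver (95% Wilson interval of counting error, 30.41% to 30.44%). The nuclear genes of the respiratory chain had a median log2FC of -0.09 (camera p-adj = 0.282), and the TCA cycle enzymes one of 0.12 (camera p-adj = 0.449). Translation initiation factors had a median of -0.21, with 28 of 47 lower (camera p-adj = 0.288), and 15 of them passed edgeR's p-adj over all genes. Collagens, 22 tested, had a median log2FC of -0.48 (camera p-adj = 0.241).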

The study by Niwa et al.^60^ found that Sal-induced cell cycle arrest resulted in apoptosis via modulating the Cytochrome P450 (*CYP450*) family in HepG2/C3a cells. In addition to this study, the negative modulation of Sal was also demonstrated in rat liver^61^. Similar to these studies, we determined the downregulation of *CYP450* genes: *CYP3A4*, *CYP2C9*, *CYP2C23a*, *CYP2AC2*, *CYP2J2*, and *CYP4F11*. However, we found the upregulation of *CYP2U1* and *CYP7B1* in the Sal-exposed group. 

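*CYP2C23a* (ENSGALG00010020676, chromosome 6 of GRCg7b, 18338578 to 18358414) had 320 ± 186 (SD, n = 6) CPM in Sal-exposed and 1485 ± 1588 (SD, n = 6) in control livers, a log2FC of -2.21 (SE 0.62, edgeR p-adj = 0.0291). *CYP2AC2* (ENSGALG00010011879, chromosome 3, 108582708 to 108591891) had 57.8 ± 17.4 (SD, n = 6) against 128.7 ± 38.5 (SD, n = 6), a log2FC of -1.15 (SE 0.25, edgeR p-adj = 0.0101). *CYP4F11* (ENSGALG00010003634, chromosome 30, 248863 to 256097) had 125.7 ± 45.5 (SD, n = 6) against 260.4 ± 88.5 (SD, n = 6), a log2FC of -1.05 (SE 0.27, edgeR p-adj = 0.0215). All 6 Sal-exposed livers lay below every control liver in *CYP2AC2*, 5 in *CYP4F11* and 4 in *CYP2C23a* (two-sided exact permutation tests, p = 0.00216, 0.00649 and 0.0216). When 1 library was left out in turn, *CYP2AC2* passed p-adj in all 12 fits, *CYP4F11* in 10 and *CYP2C23a* in 7. Under the symbol *CYP2J2*, no gene of the count table was matched. Over the whole family, 30 genes tested, the median log2FC was -0.40, with 23 lower, and edgeR called 6 (camera p-adj = 0.0662).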

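*CYP2U1* (ENSGALG00010005656, chromosome 4 of GRCg7b, 37533592 to 37546267) had 68.2 ± 27.5 (SD, n = 6) CPM in Sal-exposed and 22.3 ± 6.19 (SD, n = 6) in control livers, a log2FC of 1.61 (SE 0.28, edgeR p-adj = 0.00518). It was higher in all 6 Sal-exposed livers than in any control liver (two-sided exact permutation test, p = 0.00216) and passed in all 12 fits with 1 library left out. *CYP7B1* (ENSGALG00010003006, chromosome 2, 114096364 to 114218426) had 30.9 ± 11.5 (SD, n = 6) against 14.2 ± 4.83 (SD, n = 6), a log2FC of 1.12 (SE 0.28, edgeR p-adj = 0.0177), and passed in 11 of those fits.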

We concluded that Sal modulates its biotransformation in chicken liver like human and rat livers. The downregulation of *CYP3A4*, a major gene for Sal metabolism^60^, may show that the modulation occurs as inhibition and affects the cell’s energy metabolism, the mitochondria, in chicken liver.

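*CYP3A4* (ENSGALG00010017848, chromosome 14 of GRCg7b, 3895427 to 3906901) had 13.7 ± 5.40 (SD, n = 6) CPM in Sal-exposed and 31.3 ± 17.3 (SD, n = 6) in control livers, a log2FC of -1.19 (SE 0.35, edgeR p-adj = 0.0356). In 3 of 6 Sal-exposed livers it lay below every control liver (two-sided exact permutation test, p = 0.0281). With each library left out in turn, its log2FC lay between -1.40 and -0.96, and it passed p-adj in 5 of the 12 fits. With surrogate variables in DESeq2, the log2FC of *CYP3A4* was -0.30, and its p-adj over all alternatives ran from 0.00913 to 0.708. From the lower and the higher *CYP450* genes, the paper concludes that Sal modulates its biotransformation in chicken liver. From the lower *CYP3A4*, it proposes that this acts as inhibition and reaches the energy metabolism of the cell.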

As a result of enrichment analysis performed with turkey liver, the translation and energy metabolism pathways were downregulated in the Sal-exposed group. The decreased mRNA expression of *CYP21A1-2*, *CYP4B1*, *CYP8B1*, *CYP2C8*, *CYP4F8*, and *CYP4V2* showed that the Sal biotransformation mechanism was also impaired. Interestingly, there were no common CYP450 genes between chicken and turkey liver. We concluded that Sal toxicity may cause modulation of different gene expressions involved in the CYP450 family depending on the species. One of the upregulated pathways in turkey liver was ECM organization, which could be associated with promoting fibrosis. Liver fibrosis was also confirmed by histopathological analysis (Chłodowska, personal communication, June 2025). The heatmap analysis allowed us to evaluate expression patterns of common DE genes in chicken and turkey liver. Highly expressed common DE genes in the liver were found in the turkey and belonged to the ECM organization. In contrast, these genes showed either no change or lower expression in chickens. It indicates that even if the Sal may target the same DE genes across species, the magnitude of gene expression is species-dependent. On the other hand, the downregulated common DE genes were involved in mitochondrial pathways.

To provide a comprehensive overview of the species- and tissue-specific molecular responses to Sal toxicity, a conceptual diagram that summarizes the key enriched pathways and representative DE genes in chicken and turkey heart and liver was created (Fig. 10). 

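Of the genes named for chicken in the model, *RBL1* passed edgeR's p-adj in all 12 fits that leave out 1 liver library, with a log2FC between 1.91 and 2.51. *ADCY7* passed in 9 of 12, with a log2FC from 3.62 to 6.45, and its highest p-adj was 0.0604. *VCAN* passed in 8 of 12, with a log2FC from -1.93 to -1.57 and a highest p-adj of 0.0585. *FGB* in the heart passed in 0 of 12 by edgeR, and DESeq2 was run with all libraries alone.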

All DE genes included in the model were significantly changed between the control and Sal-exposed groups and validated by RT-qPCR. This schematic illustrates how Sal exposure induces distinct transcriptional responses depending on species.

**Fig. 10:**
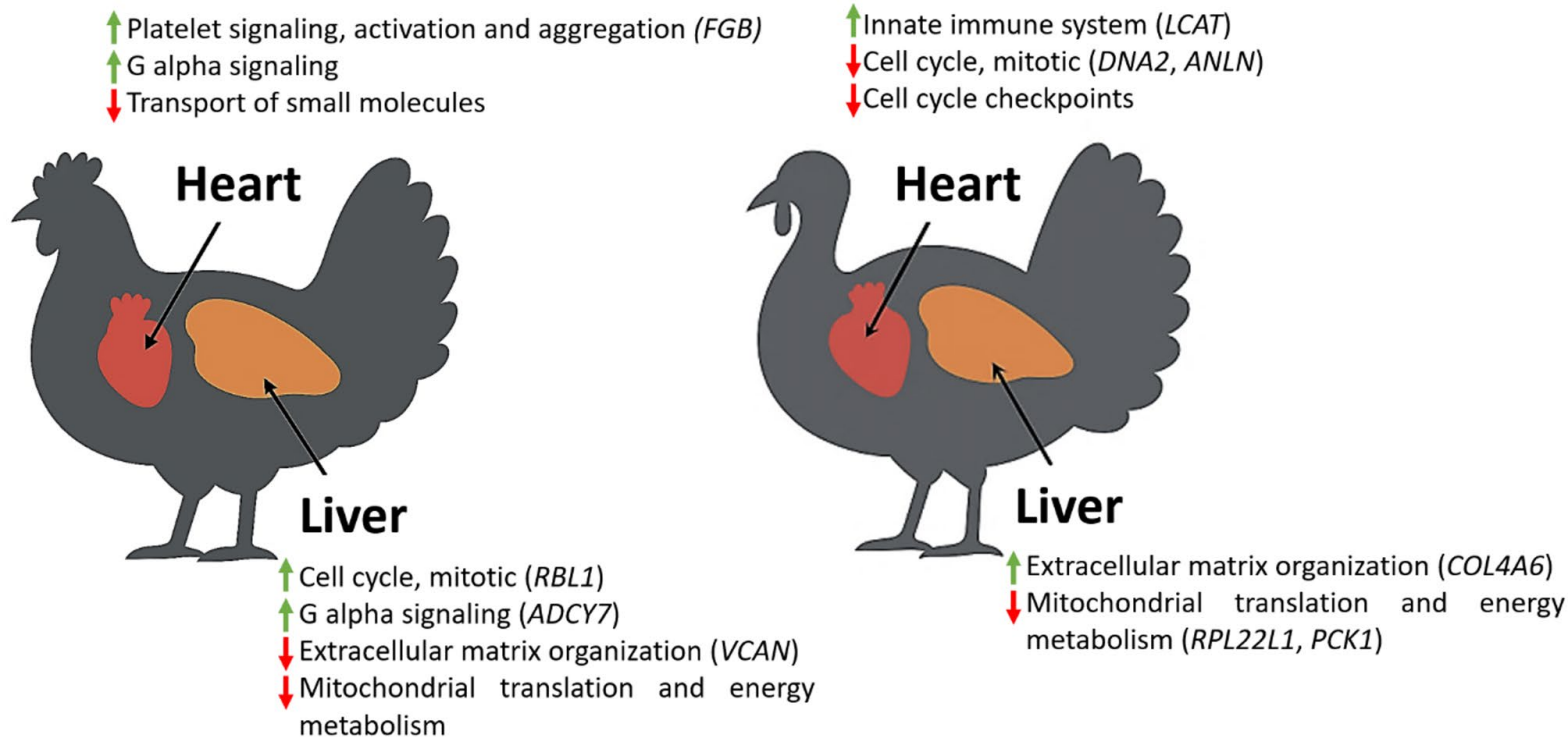
Conceptual diagram of Sal-induced molecular pathways in chicken and turkey heart and liver. This schematic illustrates the species- and tissue-specific molecular responses to Sal exposure, based on RNA-seq and pathway enrichment analyses. Pathways are annotated with representative DE genes in parentheses when those genes were significantly altered between the Sal-exposed and control groups based on RT-qPCR validation. (↑upregulated; ↓downregulated).

## Conclusion

This is the first comparative transcriptomics study using an *in-vivo* approach that explores Sal’s molecular toxicity mechanisms and investigates why turkeys are more susceptible to Sal toxicity than chickens. In conclusion, we show that Sal molecular toxicity affected distinct mechanisms depending on animal species and the tissues. Furthermore, we confirm that turkeys are more susceptible also at the molecular level.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

The sequence data have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE289894 for chicken (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289894) and GSE289895 for turkey (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289895) data. The sequence and any other data are available from the corresponding author, Małgorzata Olejnik, upon request.

# Supplementary material for: Comparative transcriptomics of salinomycin molecular toxicity in chicken and turkey
**Source:** Sci Rep. 2025 Jul 1;15:21586. doi: 10.1038/s41598-025-08812-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

| Gene Symbol | Gene  Name | Accession Number | Forward  (5**^’^**-3’) | Reverse  (5**^’^**-3’) | Size  (bp) | Tm (^0^C) | Reference |
| --- | --- | --- | --- | --- | --- | --- | --- |
| FGB | Fibrinogen beta chain | NM_001167683.2 | CCAGATCCTTTTACCACGCCA | CTGAATCAAAGTCCAGCCTCCA | 75 | 58 | * |
| RGS16 | Regulator of G protein signaling 16 | NM_001277544.4 | GAGGATCCGATGAGTTGCTGG | TGAGTTCTTTGGCTCTCTCCA | 103 | 58 | 1 |
| RGS8 | Regulator of G protein signaling 8 | XM_046923296.1 | AACCGGGCTTTGAAAAGACTG | GTCTTCAGGAAAGCACGGAAAG | 113 | 56 | * |
| CACNG4 | Calcium voltage-gated channel auxiliary subunit gamma 4 | NM_204132.2 | TCAGAATACCTTCTCCGCATTGT | TAAATCCTCCCTGCTCCAACAC | 104 | 58 | * |
| SCN8A | Sodium voltage-gated channel alpha  subunit 8 | XM_040693922.2 | GTTTCAGCTCTGCGCACTTT | ACAAACTCTGTGACATATCTGGAAT | 79 | 60 | * |
| CERKL | Ceramide kinase like | XM_046921913.1 | TTCGAGATCGGCAAGACGAG | TGTACTGGAATCACCTGCGG | 99 | 58 | * |
| RBL1 | RB transcriptional corepressor like 1 | XM_040687910.2 | CTTCTGTGCTGCTTGGACCT | GGAAGTCAGCTGGTAAGCCTTT | 100 | 58 | * |
| VCAN | Versican | NM_204787.1 | GAGAATGCCGCCTACAAGGA | AGTCGTGCCCAATACGGTTC | 84 | 58 | * |
| BOP1 | BOP1 ribosomal biogenesis factor | XM_040665282.2 | CAGAGGAAGATGAGGGTGAACG | TCGGAGCCTGATGCCAAC | 173 | 58 | 2 |
| ADCY7 | Adenylate cyclase 7 | XM_040681125.2 | TCGACTTCACAAGGAAGGCA | GCCACACCATGGGTTAGTTG | 165 | 58 | * |
| KLHL11 | Kelch like family member 11 | XM_040691837.2 | TGGAGATGGCCGACAGGTTC | CTGTGGAAGTTCCTGCGGAT | 172 | 58 | * |
| LCAT | Lecithin-cholesterol acyltransferase | XM_010717864.3 | TCTGGCTCAACCTCAACACG | GTTCGGTTGTACACTACCCTGG | 79 | 58 | * |
| DNA2 | DNA replication helicase/nuclease 2 | XM_019617937.2 | GAAGAGTTCATGCACAATCCAGC | CTGTTTTGTCTTCACTTGGCAGTT | 70 | 58 | * |
| CDK1 | Cyclin dependent kinase 1 | XM_003207855.4 | CAGGCCAAGTGGTTGCAATG | TGCATAAGAACATCCTGAAGACAGA | 139 | 58 | * |
| KNTC1 | Kinetochore associated 1 | XM_019620916.2 | TGGCTTAGGCATCAGGCAG | TGGCATTAAGCAAGCTCTCCA | 70 | 58 | * |
| ANLN | Anillin actin binding protein | XM_010713033.3 | CACCCTTCTTACTCCAGCCAT | TCCCCTTCAAAATTCATCTTGTCCA | 147 | 58 | * |
| ADCY5 | Adenylate cyclase 5 | XM_019617404.2 | CCAAGCAGGTGGATGACAGA | CAGCATAAATGTAGAGTGCGGC | 110 | 58 | * |
| CASR | Calcium sensing receptor | XM_031555809.1 | GATTCTCAAAGGAGGTGCCCTT | GGCAGTCCACACACTCGAAG | 111 | 58 | * |
| COL4A6 | Collagen type IV alpha 6 chain | XM_031554736.1 | CAGGACCAAAAGGGCTGGAT | TCCCTTGATGCCCAAAGGAC | 131 | 58 | * |
| RPL22L1 | Ribosomal protein L22 like 1 | XM_010717084.2 | TGATTCCGGGAACTTTGAACAG | AGTGTTCCCCAAGTTTCCAGTT | 76 | 58 | * |
| PCK1 | Phosphoenolpyruvate carboxykinase 1 | XM_003212123.4 | ATTGACGAGCCATTACCCCC | ATACAAGAGGCACACCAAGCAG | 217 | 60 | * |
| AFAP1 | Actin filament associated protein 1 | XM_031553213.1 | CATCAAGCCCACAGTCTCCA | TGTTTGATGAGGGAGGTCGC | 138 | 58 | * |
| G6PDH | Glucose-6-phosphate dehydrogenase | AI981686.1 | CGGGAACCAAATGCACTTCGT | GGCTGCCGTAGAGGTATGGGA | 122 | 58 | 3 |
| PGK1 | Phosphoglycerate kinase | 100550807 | CAAAGGCCCTTGAGAGTCCA | ATGCCATTCCACCACCAATG | 132 | 58 | 5 |
| SDHA | Succinate dehydrogenase complex flavoprotein  subunit A | 100546340 | CTAAGCCACTCCAAGGCCAA | ATAGGAGCGAATAGCAGGCG | 173 | 58 | 5 |

**Supplementary Table S1.** Details of selected target and housekeeping genes in heart and liver.

^*^Designed in this study with Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/).

**Supplementary Table S1.** Twenty-two DE genes were selected to validate the reliability of RNA-seq data using RT-qPCR. The RefFinder tool was used to choose housekeeping genes. FGB, RGS16, RGS8, CACNG4, SCN8A, and CERKL genes were selected for chicken heart, whereas RBL1, VCAN, BOP1, ADCY7 and KLHL11 genes were selected for chicken liver. LCAT, DNA2, CDK1, KNTC1 and ANLN genes were selected for turkey heart, whereas ADCY5, CASR, COL4A6, RPL22L1, PCK1 and AFAP1 genes were selected for turkey liver. G6PDH and ACTB housekeeping genes were used for chicken heart and liver. PGK1 and SDHA housekeeping genes were used for the turkey heart and liver.

References

1. Ye, M., *et al*. Exploring the association between fat-related traits in chickens and the RGS16 gene: insights from polymorphism and functional validation analysis. *Front. Vet. Sci.* **10**, 1180797 (2023).
2. Zhu, H., *et al*. RNA-seq identifies differentially expressed genes involved in csal1 overexpression in granulosa cells of prehierarchical follicles in Chinese Dagu hens. *Poult. Sci.* **102**, 102310 (2023).
3. Sevane, N., *et al*. Dietary inulin supplementation modifies significantly the liver transcriptomic profile of broiler chickens. *PLoS ONE*. 9, e98942 (2014).
4. De Boever, S., Vangestel, C., De Backer, P., Croubels, S. & Sys, S.U. Identification and validation of housekeeping genes as internal control for gene expression in an intravenous LPS inflammation model in chickens. *Vet. Immunol. Immunopathol.* **122**, 312–317 (2008).
5. Brady, K., Liu, H. C., Hicks, J., Long, J. A., & Porter, T. E. Global gene expression analysis of the turkey hen hypothalamo-pituitary-gonadal axis during the preovulatory hormonal surge. *Poult. Sci.* **102**, 102547 (2023).

# Supplementary material for: Comparative transcriptomics of salinomycin molecular toxicity in chicken and turkey
**Source:** Sci Rep. 2025 Jul 1;15:21586. doi: 10.1038/s41598-025-08812-7
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary Table S2.** Quality control report of RNA-seq in chicken heart and liver.

| **Sample Name** | **Sample Code** | **Tissue** | **Total Reads**  **(M)** | **Uniquely Aligned (M)** | **% > Q30** | **GC (%)** |
| --- | --- | --- | --- | --- | --- | --- |
| 01T0001 | CHR_SAL_exposed_1 | Heart | 44310632 | 40754316 (94.2%) | 94.1% | 48.0% |
| 01T0002 | CHR_SAL_exposed_2 | Heart | 43210472 | 39855292 (93.9%) | 94.4% | 49.2% |
| 01T0003 | CHR_SAL_exposed_3 | Heart | 53503266 | 48162624 (91.2%) | 94.9% | 49.8% |
| 01T0004 | CHR_SAL_exposed_4 | Heart | 44933439 | 41407499 (94.5%) | 93.8% | 47.5% |
| 01T0005 | CHR_SAL_exposed_5 | Heart | 48242442 | 44258287 (93.0%) | 94.6% | 49.0% |
| 01T0006 | CHR_SAL_exposed_6 | Heart | 61169422 | 56683847 (94.0%) | 94.7% | 49.0% |
| 01T0019 | CHR_Control_1 | Heart | 48869082 | 44065271 (91.4%) | 94.1% | 49.1% |
| 01T0020 | CHR_Control_2 | Heart | 58160678 | 53566302 (93.6%) | 94.1% | 48.9% |
| 01T0021 | CHR_Control_3 | Heart | 50012282 | 45888006 (93.0%) | 94.1% | 49.0% |
| 01T0022 | CHR_Control_4 | Heart | 46876032 | 42275256 (91.3%) | 94.3% | 49.1% |
| 01T0023 | CHR_Control_5 | Heart | 58807540 | 53622974 (92.4%) | 94.2% | 49.1% |
| 01T0024 | CHR_Control_6 | Heart | 56048337 | 50875174 (92.0%) | 94.1% | 49.4% |
| 01T0013 | CLV_SAL_exposed_1 | Liver | 52289869 | 44241125 (85.8%) | 95.2% | 51.3% |
| 01T0014 | CLV_SAL_exposed_2 | Liver | 52871142 | 44834842 (86.1%) | 95.1% | 52.3% |
| 01T0015 | CLV_SAL_exposed_3 | Liver | 54389725 | 47465671 (88.4%) | 95.1% | 50.7% |
| 01T0016 | CLV_SAL_exposed_4 | Liver | 48208014 | 41897965 (90.0%) | 94.4% | 48.2% |
| 01T0017 | CLV_SAL_exposed_5 | Liver | 46511650 | 40465270 (88.2%) | 94.5% | 50.2% |
| 01T0018 | CLV_SAL_exposed_6 | Liver | 46215630 | 40133853 (88.0%) | 94.3% | 50.0% |
| 01T0031 | CLV_Control_1 | Liver | 49319861 | 41667372 (88.4%) | 94.6% | 50.2% |
| 01T0032 | CLV_Control_2 | Liver | 49329184 | 40614899 (83.9%) | 94.2% | 52.8% |
| 01T0033 | CLV_Control_3 | Liver | 48293048 | 40504883 (85.6%) | 93.9% | 51.7% |
| 01T0034 | CLV_Control_4 | Liver | 44556216 | 37245811 (85.9%) | 93.9% | 50.3% |
| 01T0035 | CLV_Control_5 | Liver | 51835893 | 42302248 (85.1%) | 94.3% | 50.7% |
| 01T0036 | CLV_Control_6 | Liver | 57898257 | 46267038 (85.3%) | 94.2% | 48.4% |

M: Millions.

**Supplementary Table S2.** The initial sequence data underwent quality assessment using FastQC. The cleaned sequences were then mapped to the Gallus gallus genome (bGalGal1.mat.broiler.GRCg7b) using reference annotations that included 17,007 genes from the Ensembl database for chicken. Alignment was produced with RNA-SeQC. The MultiQC tool was used to visualize raw sequence data and compile results into a single report. Uniquely aligned reads varied between 84% and 94%. For each sample, the % >Q30 was above 93%. The sequence data have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE289894.

# Supplementary material for: Comparative transcriptomics of salinomycin molecular toxicity in chicken and turkey
**Source:** Sci Rep. 2025 Jul 1;15:21586. doi: 10.1038/s41598-025-08812-7
**Supplement:** Supplementary file 3 — Supplementary Material 3

**Supplementary Table S3.** Quality control report of RNA-seq in turkey heart and liver.

| **Sample Name** | **Sample Code** | **Tissue** | **Total Reads**  **(M)** | **Uniquely Aligned**  **(M)** | **% > Q30** | **GC (%)** |
| --- | --- | --- | --- | --- | --- | --- |
| 01T0037 | THR_SAL_exposed_1 | Heart | 42000876 | 33802834 (81.6%) | 95.2% | 49.3% |
| 01T0038 | THR_SAL_exposed_2 | Heart | 46291919 | 36800014 (80.2%) | 94.9% | 47.7% |
| 01T0039 | THR_SAL_exposed_3 | Heart | 51361806 | 41124133 (81.7%) | 94.7% | 44.8% |
| 01T0040 | THR_SAL_exposed_4 | Heart | 47711170 | 37347806 (80.4%) | 93.5% | 44.7% |
| 01T0041 | THR_SAL_exposed_5 | Heart | 50090480 | 40164697 (81.2%) | 95.2% | 48.3% |
| 01T0042 | THR_SAL_exposed_6 | Heart | 52909173 | 41918596 (80.1%) | 94.8% | 47.9% |
| 01T0055 | THR_Control_1 | Heart | 53436223 | 42458730 (80.4%) | 94.9% | 47.6% |
| 01T0056 | THR_Control_2 | Heart | 44213189 | 34243254 (79.0%) | 94.3% | 44.7% |
| 01T0057 | THR_Control_3 | Heart | 45451076 | 36137728 (80.7%) | 94.9% | 47.9% |
| 01T0058 | THR_Control_4 | Heart | 49795449 | 39440184 (80.4%) | 93.7% | 47.7% |
| 01T0059 | THR_Control_5 | Heart | 48089098 | 37777231 (79.3%) | 94.4% | 47.6% |
| 01T0060 | THR_Control_6 | Heart | 47620660 | 35976208 (79.2%) | 94.4% | 47.3% |
| 01T0049 | TLV_SAL_exposed_1 | Liver | 49030518 | 38420992 (80.5%) | 94.5% | 46.5% |
| 01T0050 | TLV_SAL_exposed_2 | Liver | 44026979 | 36392884 (84.2%) | 94.9% | 47.5% |
| 01T0051 | TLV_SAL_exposed_3 | Liver | 42240191 | 34426661 (83.3%) | 94.5% | 48.8% |
| 01T0052 | TLV_SAL_exposed_4 | Liver | 43875135 | 36058199 (84.0%) | 95.2% | 48.6% |
| 01T0053 | TLV_SAL_exposed_5 | Liver | 50269686 | 41602736 (83.9%) | 95.1% | 48.9% |
| 01T0054 | TLV_SAL_exposed_6 | Liver | 52993535 | 43537179 (84.9%) | 94.4% | 45.8% |
| 01T0067 | TLV_Control_1 | Liver | 54391307 | 40829429 (78.7%) | 94.3% | 47.6% |
| 01T0068 | TLV_Control_2 | Liver | 51738714 | 38051046 (76.2%) | 94.5% | 47.9% |
| 01T0069 | TLV_Control_3 | Liver | 9478744 | 6153715 (76.7%) | 93.5% | 45.1% |
| 01T0070 | TLV_Control_4 | Liver | 56848305 | 41328918 (79.5%) | 94.9% | 46.4% |
| 01T0071 | TLV_Control_5 | Liver | 47214172 | 35581868 (78.3%) | 93.9% | 48.6% |
| 01T0072 | TLV_Control_6 | Liver | 50793497 | 34533591 (69.6%) | 94.2% | 52.0% |

M: Millions. The 01T0069 sample has been excluded from this study.

**Supplementary Table S2.** The initial sequence data underwent quality assessment using FastQC. The cleaned sequences were then mapped to the Meleagris gallopavo genome (Turkey_5.1.110) using reference annotations that included 16,226 genes from the Ensembl database for turkey. Alignment was produced with RNA-SeQC. The MultiQC tool was used to visualize raw sequence data and compile results into a single report. Uniquely aligned reads varied between 70% and 82%. For each sample, the % >Q30 was above 94%. The 01T0069 sample from the liver control group did not provide high-quality data (9.4 million total reads and 6.1 million unique alignments). This sample was excluded from the study. The sequence data have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE289895.

How the deposited data were processed for this re-analysis (not part of the article)

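RNA-seq was analysed here for chicken heart and liver, with 6 Sal-exposed and 6 control libraries per tissue and 24 in all. Each library was assigned to its group by its title, its library name and Supplementary Table S2. The count table has 36 columns, of which 24 belong to these libraries. The other 12 columns match no sample of the series and were not used in any step. Turkey libraries and RT-qPCR values were not analysed here.

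According to the paper's methods, the authors made the count table by trimming the reads with fastp, aligning them with STAR to the GRCg7b chicken genome and quantifying genes with RSEM, with program versions not given in the sources used here. Its values are whole-number counts per Ensembl gene without normalization, for 15051 genes, of which 11779 have a symbol in the same file. Positions of genes on GRCg7b were taken from the authors' files. Per the file headers and the methods, the authors' deposited table of each tissue holds log2 fold changes with standard errors from DESeq2, for Sal-exposed relative to control birds. The p-value and adjusted p-value columns of these tables are the authors' DESeq2 values. The score column is the authors' DESeq2 Wald statistic, as the file header names it. The methods name sva for the correction of batch effects, without the function or the number of surrogate variables.

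Depth on genes lay between 31.4 and 44.5 M counts per library. Gene values rest on the spread between 6 birds per group, and their SD or standard error is given beside them. Intervals on the share of counts in a single library are Wilson intervals of counting error alone.

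Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. In edgeR, libraries were scaled by TMM, and genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15. Sal-exposed and control libraries of one tissue were compared in a quasi-likelihood fit of the 12 libraries, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and an absolute log2FC of at least 1. The difference between the tissues was tested as the interaction of tissue and treatment over 24 libraries. Values per library are TMM-normalized CPM, and single values of 6 and 6 libraries were compared by two-sided exact permutation over 924 splits, where the smallest p is 0.00216. PCA used CPM of the called genes, centred and scaled. The fits of DE genes without surrogate variables, camera with the preset correlation, and the estimate of liver RNA were tested on simulated data, with the recovery given beside the numbers of DE genes or in the closing section. No simulated recovery is given for the other tests. The seed of random draws was 20250701.

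Gene sets were tested by camera with a preset correlation of 0.01, beside fry and camera with the correlation estimated from the data. The study's lists come from Supplementary Table S4: platelet activation, transport of small molecules, G alpha (i) signalling, and the TCA cycle and respiratory electron transport for the heart, and translation, mitotic cell cycle and ECM organization for the liver. Families fixed by symbol were mitochondrially encoded proteins, the nuclear respiratory chain, TCA cycle enzymes, thrombocyte genes, cytosolic and mitochondrial ribosomal proteins, collagens, proliferation genes, lipoprotein genes, translation initiation factors, hnRNP and SR proteins, serine/threonine kinases, double-strand break repair and cytochrome P450. A further family counted among the sets is not reported here. Each list was tested in both tissues. Marker lists of liver, kidney, intestine, skeletal muscle, erythrocytes, cardiomyocytes, atrium, lung and pancreas served to weigh RNA of another tissue. Reactome and Gene Ontology were not used here.

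The tests, the lists, the alternatives and the rule for naming genes were set before the data were examined, apart from the alternatives and tests named below and in the closing section as chosen afterwards. Genes are named when the paper names them for chicken in its text, in Fig. 8 or in Table S4, whose values had been seen. Genes are also named when they are among the 10 largest changes past both cut-offs without overlap between the groups, are among the 3 lowest p-values of a tissue, or belong to a list reported as a whole. The rule for choosing liver genes in the estimate of liver RNA was set again after a first look at its values.

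Alternatives were DESeq2, upper-quartile scaling, no filter on low counts, surrogate variables from svaseq in edgeR or DESeq2, adjusted p alone, the replicate number as a block, all 24 libraries in one fit, and each library left out in turn. For the PCA, other choices of genes and scale were tried. Chosen after the data were seen were offsets on genomic span, the mitochondrial genes or the 100 most abundant genes left out, the mitochondrial share as a covariate, and DESeq2 with adjusted p alone. Offsets on transcript GC content and length were not run, because no reference used here gives them for this annotation.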

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

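The tests of intestine RNA, of kidney RNA, of a male bird, of the depth behind the W chromosome counts, of a single liver library behind the difference between the tissues, and of the liver libraries numbered 2 were chosen after the result was seen, as were the choice of markers by their level in liver alone and the leaving out of *VTN* from the liver genes. A library was taken as far from its group when its gap to the nearest other library was above Dixon's 95% critical value for 6 values, as a share of the range of the group. For named genes the gap and the range were taken on log2 CPM with a small offset, while CPM are printed below. Chance gives this in about 1 in 20 groups. It was found in 7 of 38 groups of library measures and in 11 of 88 groups of named genes, with genes named from Table S4 alone left out.

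Sal-exposed liver 4 lay far from the other Sal-exposed livers in 3 library measures. It had 14297 genes with at least 1 count, where the nearest library had 14544. Mitochondrial genes took 30.4% of its counts, where the nearest library had 10.9%, and the 20 most abundant genes took 51.0%, where the nearest had 31.7%. *CYP2C23a* was far above the others in this library, at 692 CPM with the nearest at 313.9. Without this library edgeR called 937 liver genes. No technical or biological explanation was tested for this library alone.

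The Sal-exposed libraries numbered 3 had few counts on the W chromosome, which hens carry and cocks lack. Per nuclear counts, the heart library had 200.6 CPM on W genes, where the nearest library of its group had 1949, and the liver library had 177.6 CPM, where the nearest had 886. Of 54 W genes with at least 10 counts in each other heart library, 41 were below 10 in this one and 19 had 0. The paper describes the birds as female. A difference in depth is excluded, since the heart library holds 21.7 M nuclear counts, among those of the other hearts. Genes of the Z chromosome, of which cocks have 2 copies, were higher by 0.34 (log2) in the heart library and 0.58 in the liver library relative to other genes, where the highest other libraries had 0.10 and 0.21. A candidate explanation is a male bird in place of a female. Whether it is a male bird of this flock or a mislabelled sample cannot be told apart, because no record of sex for each single bird was used here. Without this heart library edgeR called 72 heart genes in place of 15.

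The share of liver RNA in a heart library, estimated from 54 liver genes outside Table S4, was far above the group in Sal-exposed heart 3, at 0.117% with the nearest at 0.0372%. The paper does not report on these liver genes, and 49 of them had a higher mean in Sal-exposed hearts. If liver RNA were carried into the hearts, each gene would rise in proportion to its level in liver, and the median share that their rises imply was 0.0312%. Across these genes, Spearman's rho of the rise and the liver level was 0.854. The mean share was 0.0416% ± 0.0378 (SD, n = 6) in Sal-exposed and 0.0178% ± 0.00841 (SD, n = 6) in control hearts (two-sided exact permutation test, p = 0.0606), with 2 of 6 Sal-exposed hearts above every control heart. With *VTN*, which Table S4 lists for liver, kept among the genes, this p was 0.0411. On the 54 genes the exact p was below 0.05 without Sal-exposed heart 2 (0.0303), 5 (0.0346) or 6 (0.0303) or control heart 3 (0.0390). It was above 0.05 without any 1 of the other hearts, with 0.121 without Sal-exposed heart 3 and the highest, 0.173, without control heart 5. Whether carried liver RNA or a rise within the heart gave the plasma protein genes of the platelet list cannot be told apart, because the difference in share between the groups rests on single hearts. The rise in share was 0.0238 percentage points without *VTN* and 0.0240 with it, so this gene moved the p and hardly the difference. A rise within the heart was not tested.

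Transporter genes of Table S4 were far above the group in Sal-exposed heart 1. Levels in this paragraph are counts per M nuclear counts of a library, without TMM scaling. The transporters *SLC5A12*, *CLCA2*, *SLC6A19* and *SLC13A2* together had 14.4 there, with the nearest library at 3.71. Liver RNA is excluded as their source, since its share accounts for at most 0.0227% of the rise of a transporter. Intestine markers outside Table S4, which the paper does not report on, had 4.77 ± 4.55 (SD, n = 6) in the Sal-exposed and 0.616 ± 0.337 (SD, n = 6) in the control hearts, over the 6 genes below 1 in liver. They were higher than in any control heart in all 6 Sal-exposed hearts (two-sided exact permutation test, p = 0.00216, the smallest it can give), and also without heart 1, at a mean of 3.09. Of 14 intestine markers in the table 13 were higher, 8 of the 14 being at 1 or more in liver. The most abundant, *ANPEP*, had 163.8 in Sal-exposed and 171.7 in control hearts. Intestine RNA in the heart samples may be a source of the transporter counts, and expression by the heart stays open. Whether kidney RNA was present as well cannot be told apart. Of 8 kidney markers in the table 3 were higher in Sal-exposed hearts. Of 4 kidney markers below 1 in liver 2 were higher, their sum was 7.76 ± 3.75 (SD, n = 6) in Sal-exposed and 9.33 ± 0.588 (SD, n = 6) in control hearts (two-sided exact permutation test, p = 0.340; without Sal-exposed heart 1 the mean was 6.54 and the exact p = 0.0368), and the level of *CUBN* and *LRP2* in control hearts would hide a small share. Of the 10 intestine and kidney markers low in liver, 8 were higher in Sal-exposed hearts.

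The liver libraries numbered 2 lay far from their groups in single named genes. In Sal-exposed liver 2, *RBL1* had 3.22 CPM with the nearest Sal-exposed library at 7.83, *ADCY7* had 0.324 with the nearest at 1.30, and *KLHL11* had 0.224 with the nearest at 1.91. In control liver 2, *RBL1* had 5.15 CPM with the nearest control at 1.90, *ADCY7* had 0.520 with the nearest at 0.0883, and *CRB2* had 0.286 with the nearest at 0.0327. On 802 upregulated genes called without both libraries, the median place between the control mean (0%) and the Sal-exposed mean (100%) was 38.2% for the Sal-exposed and 38.1% for the control library, and on 721 downregulated genes 59.3% and 54.2%. On the linear scale these places were 21.1% and 22.1%, and 76.4% and 72.5%. A swap of these 2 labels would put each library among the other group on both kinds of genes, and the places below argue against it. The other libraries were each placed on genes called without their own number, so their places rest on other genes. On downregulated genes the Sal-exposed library lay above the 5 other control libraries, the highest at 26.8% (44.6% on the linear scale), and on upregulated genes the control library lay below the 5 other Sal-exposed libraries, the lowest at 81.9% (63.2%). On the other kind of genes each lay nearer the other group, yet outside it. A mixture of RNA of both groups would give 1 place for all genes on the linear scale. The place on downregulated genes was higher than on upregulated genes by 55.4 percentage points in the Sal-exposed and 50.3 in the control library. In the 10 other libraries, placed on other genes, this gap ran from -31.9 to 35.2. These values argue against a mixture without excluding it. A single wrong label would put that library among the other group on both kinds of genes, and the same values argue against it for both libraries. Over both kinds of genes and both scales, Sal-exposed liver 2 lay 2.72 to 3.25 SD from the mean of the other control livers. Control liver 2 lay 1.99 to 4.09 SD from that of the other Sal-exposed livers. A weaker response or another state of the control bird was not tested. Without Sal-exposed liver 2 edgeR called 1296 genes, and without control liver 2 it called 1195.

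Other named genes had a single far library. *AHSG* had 0.957 CPM in control heart 2, with the nearest control at 0.581, and ENSGALG00010017812 had 6.65 CPM in Sal-exposed heart 1, with the nearest at 1.89. In the liver, *CTSEAL* had 0 CPM in Sal-exposed library 3, with the nearest at 0.476, and *SASH1* had 0 CPM in control library 6, with the nearest at 0.598. No explanation was tested for these libraries.

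The effect of Sal differed between heart and liver in 1548 genes by the interaction of tissue and treatment (edgeR). Genes that are named from Table S4 alone were left out of the next count. Some of them passed as well, such as *PLG*, *FGG* and *STAG2*, and others did not, such as *RPL22L1*. Of the 43 other named genes tested, 32 were among the 1548, with a highest edgeR p-adj of 0.0325. The values below are those of these 32 genes. As log2FC in liver minus log2FC in heart, the genes named for the heart had values of -2.63 (*FGB*), 3.48 (*CACNG4*), -2.53 (*COX2*), -4.21 (*GUCA2B*), -3.64 (*APOH*), -2.21 (*UGT1A1*), -3.19 (*AHSG*), -3.00 (*ALB*), -2.61 (*UGP2*), 1.30 (*ARHGAP28*) and -3.93 (ENSGALG00010017812). The genes the paper names for the liver had values of 2.49 (*RBL1*), -1.54 (*VCAN*), -1.34 (*BOP1*), 4.12 (*ADCY7*), 3.82 (*KLHL11*), -3.44 (*CYP2C23a*), -1.72 (*CYP4F11*), 1.91 (*CYP2U1*) and 1.45 (*CYP7B1*). Other genes named for the liver had -4.04 (*S100A12*), 4.55 (*CYFIP2*), 3.80 (*ATP8A1*), 3.77 (*NFX1*), 4.15 (*CRB2*), 3.53 (*MGAT5*), 3.03 (*NUP210*), 3.12 (*ST8SIA5*), 3.18 (*SASH1*), -1.998 (*PEAR1*), -1.84 (*TJP3*) and -2.56 (*KDELR3*).

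Chance can be excluded for the number of these genes, since of 100 splits only the 1 real split gave as many, and again 1 when both libraries of a number were relabelled together. With surrogate variables edgeR called 109 genes in heart and 0 in liver, and DESeq2 255 and 387. Without surrogate variables, more genes were called in liver than in heart. Depth is excluded as the cause, since edgeR called 955 liver genes and 5 heart genes with the nuclear counts of all libraries thinned to one total. A single liver library is excluded as well, since at least 504 liver genes were called without any 1 of them, the lowest without Sal-exposed liver 6. A difference between the organs in their response to Sal is a hypothesis that stays open, as does liver RNA for plasma protein genes in the heart.

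Of the DE genes called by edgeR, 10 in heart and 911 in liver are not named in the paper. No explanation was tested for these genes as a group.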

How the results depend on the processing

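Offsets on genomic span, alone or with the replicate block, the mitochondrial genes or the 100 most abundant genes left out, the mitochondrial share as a covariate, and DESeq2 with adjusted p alone were chosen after the data were seen. The planned offsets on transcript GC content and length, alone or with the replicate block, were not run, because no reference used here gives those values for this annotation. The other alternatives had been listed in advance.

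Of 38 numbers of DE genes under the alternatives, 18 stayed within 1.5 times the number from edgeR with TMM and 20 did not. In the heart, where edgeR called 15 genes, DESeq2 called 171, surrogate variables in edgeR gave 109 and in DESeq2 255, all 24 libraries in one fit gave 35, and adjusted p alone gave 25. DESeq2 with adjusted p alone gave 673, and the mitochondrial share as a covariate gave 2, neither of them among the 15. In the liver, where edgeR called 952, surrogate variables gave 0 in edgeR (2497 genes at an unadjusted p below 0.05) and 387 in DESeq2, all 24 libraries in one fit gave 1464, adjusted p alone 2093, and DESeq2 with adjusted p alone 3047. The interaction of tissue and treatment gave 1548 genes, with surrogate variables 154 in edgeR and 557 in DESeq2, with adjusted p alone 2373, and with DESeq2 and adjusted p alone 3159. The cause was not tested, except that a call without the cut-off on log2FC adds genes by construction. Upper-quartile scaling, no filter on low counts, the span offsets, and leaving out mitochondrial or the 100 most abundant genes kept the numbers of DE genes within 1.5 times. With span offsets, 14 of 15 heart calls and 640 of 952 liver calls were kept. Upper-quartile scaling left the median log2FC of all genes at -0.06 in heart, 0.05 in liver and 0.11 in the interaction, where TMM gave -0.02, -0.01 and 0.09.

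Libraries of one number were also taken as a replicate block. In the heart 0 genes were called then by edgeR (1889 at an unadjusted p below 0.05), and 0 with span offsets added (2089), and in the liver 563 and 442. DESeq2 was not run with the block. The interaction gave 1541 with the block. The numbers do not pair the libraries, since the correlation of a Sal-exposed with the same-numbered control library ran from -0.185 to 0.0855 in heart and from -0.0771 to 0.117 in liver. The cause was not tested.

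With each library left out in turn, the heart number lay between 0 and 72. It was 0 without each single control heart 1 to 6, with 1904 to 2199 genes at an unadjusted p below 0.05, and 3 without Sal-exposed heart 1, 29 without heart 4 and 72 without heart 3. The liver number lay between 504 and 1296, and it moved by more than 1.5 times without Sal-exposed liver 5 (607) and 6 (504). The interaction number lay between 1165 and 2013. Fewer libraries were tested in these fits, and no other cause was tested.

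The share of variance on PC1 and PC2 in heart was 83.0% with genes past adjusted p alone, 46.0% with all genes tested, 86.1% with log2 CPM and 99.5% without scaling. In liver it was 48.6% with all genes tested, 76.8% with log2 CPM and 91.5% without scaling. The shares follow the genes and the scale by construction. Without single libraries they lay between 79.6% and 86.4% in heart and between 74.2% and 77.4% in liver.

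Camera called 24 of 44 sets, fry 12 and camera with estimated correlation 3. The other alternatives called between 19 and 25, and 22 to 27 without single libraries. In the heart, fry kept the platelet list (fry p-adj = 0.0133) and 4 other sets. Of 395 results of single sets under the alternatives, 324 kept direction and side of the threshold, 55 no longer passed, 11 passed anew and 5 reversed. The 5 reversed in liver with surrogate variables: mitochondrially encoded proteins (camera p-adj = 0.122), the nuclear respiratory chain (6.06e-06), cytosolic ribosomal proteins (0.0416), mitochondrial ribosomal proteins (0.123) and proliferation genes (0.555). In the heart, cytosolic ribosomal proteins passed downward, at a camera p-adj of 0.00258 without Sal-exposed heart 2, and upward without heart 4 (0.0180), with 0.789 as the highest of these fits. The cause was not tested.

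Of 1148 values of single named genes under the alternatives, 887 kept direction and side of the threshold, 184 no longer passed, 72 passed anew and 5 reversed. Reversed were *ACTB* in heart with the mitochondrial share as a covariate (log2FC -0.060), *MRPL33* in liver with surrogate variables in edgeR (0.056) and DESeq2 (0.056), and *SEC11C* in liver with them in edgeR (0.16) and DESeq2 (0.16). *DDR1* in liver had a log2FC from -0.22 to 0.10 in the leave-one-out fits. The cause was not tested. With surrogate variables, none of the 54 named liver genes past adjusted p still passed in edgeR, and 24 of 53 did in DESeq2. Of named genes past adjusted p, 0 of 13 in heart and 32 of 54 in liver passed in each fit with 1 library left out. None of the 13 passed without any 1 of the control hearts.

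Thinning the counts lowered the number of DE genes in heart, where edgeR called 15, and not in liver, where it called 952. Whether depth limits genes with few counts was not tested apart from this. With all libraries thinned to 31.4 M counts edgeR called 14 heart and 971 liver genes, and with nuclear counts thinned to 6.74 M it called 5 and 955. On simulated counts with 200 changed genes, edgeR recovered 68% in the interaction, with 3 false calls among 139, and DESeq2 77.5%, with 14 among 169. These changed genes too were drawn above a floor of mean expression, with changes well past the cut-off. Camera recovered 100% of the 1 simulated set in each tissue, where genes varied independently of each other. The estimate of liver RNA gave 100.7% of the share put in, with 68 liver genes, where the share reported here rests on 54.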

Differences from the paper's values

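DESeq2 with adjusted p alone was chosen after the values were seen. The other alternatives in this part were set before the data were examined.

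For the heart the paper gives 673 DE genes, with 490 upregulated and 183 downregulated. Here edgeR called 15, with 12 upregulated and 3 downregulated. None of the 20 alternatives set before the data were examined brings the total or the upregulated number within 1.5 times the paper's. DESeq2 with surrogate variables brings the downregulated number there, at 132, and the others do not. DESeq2 with adjusted p alone, chosen after the values were seen, gives 673 genes and drops 0 of the paper's. In the authors' deposited table 673 genes pass adjusted p, and 171 of them also pass an absolute log2FC of 1.

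For the liver the paper gives 3049 DE genes, with 1526 upregulated and 1523 downregulated. Here edgeR called 952, with 454 upregulated and 498 downregulated. Of the 20 alternatives, adjusted p alone brings these within 1.5 times the paper's, at 2093, 1028 and 1065, and the others do not. DESeq2 with adjusted p alone, chosen after the values were seen, gives 3047 and drops 91 of the paper's.

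The paper states that DE genes were 4.50 times as many in liver as in heart, and by edgeR they were 63.5 times as many. None of the 6 alternatives set before the data were examined with a value for both tissues comes within 1.5 times the paper's ratio. DESeq2 with adjusted p alone, chosen after the values were seen, gives 4.53, and drops 0 of the paper's heart genes and 91 of its liver genes.

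The paper gives 44.1% of the variance on PC1 and PC2 for the heart and 46.4% for the liver, and here the shares were 80.3% and 75.3%. Of the 16 alternatives for each tissue, the PCA over all genes tested gives values that no longer differ, 46.0% and 48.6%, and the others do not.

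Of 65 log2FC values of Table S4 that were compared, 1 differs. The paper's table gives 1308 for *COX2* and 1295 for *COX1* in heart, where the values here are 1.30 and 1.28, or 1295 and 1283 on the table's scale. A log2FC cannot hold the table's values, but divided by 1000 they equal the authors' deposited 1.308 and 1.295 and do not differ from the values here. Of the 6 cells of this list 5 hold no log2FC as printed. For *DDR1* in liver the paper's table gives -2.6442 and the value here is -0.073, and it differs with every alternative set before the data were examined. A match with the authors' deposited table was taken as a difference of at most 0.0006. The values under the platelet list match it in 0 of 8 genes, with gene names in alphabetical and values in descending order. The other lists match it in 7 of 7 genes for transport, 7 of 7 for G alpha (i) signalling, 29 of 29 for the cell cycle, 3 of 3 for translation, 11 of 13 for ECM and 1 of 2 for muscle contraction.

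The paper's discussion states that the TCA cycle and respiratory electron transport fell in chicken heart, while its results state that they rose. Here the Table S4 list of this pathway had a median log2FC of 1.29, the nuclear respiratory chain 0.18 and the TCA cycle enzymes 0.19. Fig. 10 draws transport of small molecules as lower in chicken heart, and the list had a median log2FC of 2.03 here.

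The paper lists genes as differentially expressed that edgeR did not call. In the heart these were *FGB* (p-adj = 0.0731), *FGG* (0.109), *ITIH3* (0.118), *PLG* (0.0905), *SPP2* (0.123), *APOB* (0.0905), *TTR* (0.0803), *RGS8* (0.109), *CACNG4* (0.0723), *COX1* (0.153), *COX2* (0.125), *ATP8* (0.104), *ND1* (0.126), *CYTB* (0.167) and *ATP6* (0.145). DESeq2 called all 15, with a p-adj from 0.000751 to 0.0419, surrogate variables in edgeR called 8 of them, and DESeq2 with surrogate variables 10. The fit of all 24 libraries called *FGB*, *PLG*, *APOB* and *TTR*, and 1 edgeR fit with a library left out called *CACNG4*. *SCN8A* (0.118) passed the p-adj of DESeq2 (0.0426), at a log2FC of -0.99. Too few counts for edgeR's filter had *CERKL*, *SLC5A12*, *CLCA2*, *SLC6A19*, *SLC13A2*, *APOC3* and *RBP2*, and DESeq2 gave them a p-adj between 0.000275 and 0.0465. By edgeR, *RGS16*, *AHSG*, *ALB* and *APOH* passed both cut-offs in the direction the paper states.

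In the liver, edgeR did not call *RPL22L1* (p-adj = 0.0964), *SEC11C* (0.0966), *CDKN1A* (0.0855), *LIN54* (0.132), *NDC80* (0.0747), *WEE1* (0.0564), *HAUS3* (0.0732), *CENPI* (0.0777), *NCAM1* (0.0565), *FGG* (0.0565), *LAMB2* (0.148), or *CKAP5*, whose p-adj was 0.0101 at a log2FC just under 1. DESeq2 called these apart from *SEC11C* (0.0524), *LIN54* (0.0510) and *LAMB2* (0.198). *LIN54* was called by DESeq2 with surrogate variables and by the fit of all 24 libraries, and *SEC11C* in its lowest fit with 1 library left out. No alternative called *LAMB2* or *DDR1*. Of the other alternatives, all 24 libraries in one fit also called *RPL22L1*, *CDKN1A*, *NDC80*, *WEE1*, *HAUS3*, *CKAP5* and *NCAM1*, the replicate block *CDKN1A* and *CKAP5*, upper-quartile scaling *WEE1* and *CKAP5*, and no filter *CKAP5*. Offsets on genomic span, chosen after the data were seen, called *WEE1*, *HAUS3* and *NCAM1*, and with the replicate block *CDKN1A* and *NCAM1*. With 1 library left out, *RPL22L1*, *CDKN1A*, *NDC80*, *WEE1*, *HAUS3*, *CENPI*, *CKAP5*, *NCAM1* and *FGG* were called in the fit with their most extreme log2FC. *RBL1*, *ADCY7*, *VCAN* and *CYP3A4* passed both cut-offs by edgeR in the direction the paper states.

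The paper describes the birds as female, and the Sal-exposed libraries numbered 3 had 200.6 CPM of nuclear counts on the W chromosome in heart and 177.6 in liver.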

Other observations

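The tests of the mitochondrial genes in heart, of the cell cycle list and the ribosomal proteins with offsets on genomic span, of the authors' tables without surrogate variables, and of the rise in liver RNA without single hearts were chosen after the result was seen.

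Chance can be excluded for the numbers of DE genes, since of 100 splits in each tissue only the 1 real split gave as many in heart and the 1 real split in liver. Chance cannot be excluded for the number of gene sets past the threshold, since 5 of 100 splits gave as many in heart and 26 in liver. For this count p-values were adjusted within each tissue, where the real split gave 14 sets in heart and 9 in liver. The other splits gave a median of 8 sets in heart and 7 in liver.

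Longer genes were higher and shorter genes lower in Sal-exposed liver. Spearman's rho of log2FC and genomic span was 0.289, and the median log2FC rose from -0.24 in the fifth of genes with the shortest span to 0.26 in the fifth with the longest. With offsets on span 67.2% of the liver calls were kept. Within libraries, rho of span and the difference from the other livers was 0.0567 to 0.379 in 5 Sal-exposed livers and -0.239 to -0.0324 in the control livers, while Sal-exposed liver 2 had -0.346, below every control liver (two-sided exact permutation test between the groups, p = 0.0281). Whether a length bias between the libraries or a response of longer genes gave the trend cannot be told apart, because the groups differ in it apart from this library and the offsets remove both. With offsets the cell cycle list kept a camera p-adj of 5.00e-19. This cannot weigh bias of this kind as its cause, because the study chose these genes from the same livers for a change. Bias of this kind may be a source of the lower ribosomal proteins, whose camera p-adj rose from 0.00138 to 0.179 (range over the alternatives 7.30e-06 to 0.674). Without the 100 most abundant genes both sets still passed camera, with a larger p-adj of 0.00277. That argues against a few abundant genes for the ribosomal proteins, and for the cell cycle list it has the same limit.

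With the mitochondrial share of each library in the fit, 66.1% of the liver calls were kept. Whether that share gave the other calls cannot be told apart from a response to Sal, because the share differs between birds within both groups. Mitochondrially encoded genes were higher in Sal-exposed hearts. The share of all counts, without a scaling factor, was higher as well (two-sided exact permutation test, p = 0.0368), so the direction does not rest on the scaling alone. How much the scaling adds to the log2FC was not tested. The mean TMM factor was 0.861 in Sal-exposed and 1.24 in control hearts. Sal-exposed hearts 1 and 4 had shares of 72.0% and 79.6% and the other 4 had 40.7% to 49.5%, where the control hearts had 38.6% to 47.9%. Whether a few libraries or the whole group carry the rise cannot be told apart, because 4 of 6 Sal-exposed hearts lay above every control heart and the other 2 did not, and the exact permutation p was 0.0628 without Sal-exposed heart 4. A response of heart mitochondria to Sal stays open and untested.

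Sal-exposed hearts were more scattered than control hearts, with a mean distance from the group mean of 0.678 ± 0.115 (SD, n = 6) against 0.494 ± 0.0221 (SD, n = 6). Depth is excluded as the whole cause, as is the depth that the mitochondrial genes take from the others, since the difference stayed with mitochondrial genes out and nuclear counts thinned to one total (two-sided exact permutation test, p = 0.00649). A response to Sal that varies between birds stays open and untested.

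Fits on the deposited counts were compared with the authors' deposited tables. Without surrogate variables, the log2FC of DESeq2 differed from the tables by at most 1.31e-07, and with them by up to 17.4 in heart. The unadjusted DESeq2 p-values without surrogate variables differed from the deposited ones by at most 1.99e-07 in heart and 8.65e-08 in liver. The deposited tables thus match a fit of these counts without surrogate variables. These values argue against a fit with the surrogate variables estimated here.

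Heart and liver libraries of one number were closer than libraries of different numbers. Their correlation ran from -0.107 to 0.559 in the Sal-exposed group (one-sided exact permutation test over 720 renumberings, p = 0.00417) and from -0.0454 to 0.234 in the control group (p = 0.0306, exact permutation). Libraries of one number may therefore come from one bird. On 50 genes that are on or off, 5 of 12 numbers matched best with their own.

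Gene sets in the heart that belong at no claim had these medians of log2FC by edgeR. The liver's translation list had 0.08 (camera p-adj = 0.282), its ECM list -0.13 (0.479), its cell cycle list -0.26 with 24 of 29 genes lower (0.0138), collagens -0.29 (0.000449) and proliferation genes -0.35 (0.0838). Double-strand break repair had -0.20 (0.0234), mitochondrial ribosomal proteins 0.21 (6.24e-05), cytosolic ribosomal proteins 0.05 (0.421), lipoprotein genes 1.08 (0.000496) and cytochrome P450 -0.13 (0.724). In the liver, the heart's transport list had -0.22 (0.421), its G alpha list -0.26 (0.915) and its respiratory list -1.15 (0.0183). Thrombocyte genes had -0.46 (0.0571), lipoprotein genes -0.26 (0.0768) and hnRNP and SR proteins 0.10 (0.288).

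Marker lists of other tissues were tested by camera. In the heart, markers of intestine (p-adj = 0.00327, 8 genes tested) and of cardiomyocytes (0.00603, 11 of 14 higher) passed upward. Those of liver (0.0814), kidney (0.148), skeletal muscle (0.0814), erythrocytes (0.192), atrium (0.630) and lung (0.932, 1 gene) did not pass. In the liver, liver markers passed downward (9.10e-10), with 27 of 29 lower, a median log2FC of -0.95 and all 6 Sal-exposed livers below every control liver in their mean (two-sided exact permutation test, p = 0.00216). Markers of kidney (0.866), intestine (0.0814), skeletal muscle (0.607), erythrocytes (0.0814), cardiomyocytes (0.258), atrium (0.258) and lung (0.587) did not pass there. Of the pancreas list 0 genes had enough counts in either tissue, so it was not tested. The share of heart RNA in a liver library, estimated from 13 genes, was 0.0203% to 0.0928% in Sal-exposed and 0.0828% to 0.394% in control livers, the highest in control liver 5. *ACTB* had a log2FC of 0.29 in heart (edgeR p-adj = 0.472) and -0.63 in liver (edgeR p-adj = 0.0940).

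The mean share of liver RNA was higher by 0.0238 percentage points in the Sal-exposed hearts (two-sided exact permutation test, p = 0.0606), where the rises of the 8 platelet-list genes would need 0.0273% to 0.0550%. It would account for 43.3% to 87.3% of these rises, with 62.7% for *FGB*, 33.1% for *APOB* and 52.1% for *TTR*. Much of this rests on Sal-exposed heart 3. Without it the share was higher by 0.00867 percentage points, which would account for 31.1% to 54.6% of the rises of the platelet list, 31.3% for *FGB*, 13.4% for *APOB* and 34.0% for *TTR*.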
